# The forkhead transcription factor FOXM1 promotes endocrine resistance and invasiveness in estrogen receptor-positive breast cancer by expansion of stem-like cancer cells

**DOI:** 10.1186/s13058-014-0436-4

**Published:** 2014-09-12

**Authors:** Anna Bergamaschi, Zeynep Madak-Erdogan, Yu Jin Kim, Yoon-La Choi, Hailing Lu, Benita S Katzenellenbogen

## Abstract

**Introduction:**

The forkhead transcription factor FOXM1 coordinates expression of cell cycle-related genes and plays a pivotal role in tumorigenesis and cancer progression. We previously showed that FOXM1 acts downstream of 14-3-3ζ signaling, the elevation of which correlates with a more aggressive tumor phenotype. However, the role that FOXM1 might play in engendering resistance to endocrine treatments in estrogen receptor-positive (ER+) patients when tumor FOXM1 is high has not been clearly defined yet.

**Methods:**

We analyzed FOXM1 protein expression by immunohistochemistry in 501 ER-positive breast cancers. We also mapped genome-wide FOXM1, extracellular signal-regulated kinase 2 and ERα binding events by chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) in hormone-sensitive and resistant breast cancer cells after tamoxifen treatment. These binding profiles were integrated with gene expression data derived from cells before and after FOXM1 knockdown to highlight specific FOXM1 transcriptional networks. We also modulated the levels of FOXM1 and newly discovered FOXM1-regulated genes and examined their impact on the cancer stem-like cell population and on cell invasiveness and resistance to endocrine treatments.

**Results:**

FOXM1 protein expression was high in 20% of the tumors, which correlated with significantly reduced survival in these patients (P = 0.003 by logrank Mantel-Cox test). ChIP-seq analyses revealed that FOXM1 binding sites were enriched at the transcription start site of genes involved in cell-cycle progression, maintenance of stem cell properties, and invasion and metastasis, all of which are associated with a poor prognosis in ERα-positive patients treated with tamoxifen. Integration of binding profiles with gene expression highlighted FOXM1 transcriptional networks controlling cell proliferation, stem cell properties, invasion and metastasis. Increased expression of FOXM1 was associated with an expansion of the cancer stem-like cell population and with increased cell invasiveness and resistance to endocrine treatments. Use of a selective FOXM1 inhibitor proved very effective in restoring endocrine therapy sensitivity and decreasing breast cancer aggressiveness.

**Conclusions:**

Collectively, our findings uncover novel roles for FOXM1 and FOXM1-regulated genes in promoting cancer stem-like cell properties and therapy resistance. They highlight the relevance of FOXM1 as a therapeutic target to be considered for reducing invasiveness and enhancing breast cancer response to endocrine treatments.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-014-0436-4) contains supplementary material, which is available to authorized users.

## Introduction

Endocrine resistance in breast cancer is a process that appears to result from upregulation of growth factor and protein kinase signaling pathways that provide an alternate mechanism in support of tumor cell proliferation and survival [1]-[4]. Tamoxifen (TAM) has proven to be one of the most successful agents in the management of estrogen receptor-positive (ER+) breast cancers. When effective, it suppresses tumor growth and reduces the risk of relapse. Unfortunately, with time, about 50% of patients with ER+ breast cancer stop benefiting from TAM treatment and acquire resistance, leading to disease progression. Despite significant advances in defining some of the factors involved [5]-[8], the mechanisms underlying endocrine resistance are complex and not fully understood. Therefore, we have been interested in identifying and targeting, by inhibition or downregulation, key players that mediate endocrine resistance in ER+ breast cancer.

Many cancers are maintained in a hierarchical organization of rare cancer stem cells (CSCs) and more plentiful differentiated tumor cells. CSCs that are resistant to treatment not only have the capacity to give rise to differentiated tumor cells but also can lead to recurrence, metastasis and disease progression [9]-[11]. Therefore, endocrine resistance might be associated with the outgrowth of CSCs by promoting expansion of the CSC population or augmenting the production of key factors that regulate the CSC phenotype.

In our previous studies, we reported a correlation between overexpression of the protein 14-3-3ζ and early onset of recurrence in breast cancer patients [12]. We also uncovered a previously unknown relationship between 14-3-3ζ and FOXM1 in TAM resistance in breast cancer, with 14-3-3ζ acting upstream of FOXM1 to enhance the expression of FOXM1-regulated genes [13].

FOXM1 is a forkhead transcription factor that binds to chromatin and plays an important role in ERα signaling pathways [14]. FOXM1 is a key regulator of the cell cycle and is essential for formation of the mitotic spindle and correct chromosome segregation [15]. Its expression is very low in normal tissues, but elevated in many types of cancers [16]-[18]. High expression of FOXM1 is associated with a poor prognosis [19]-[22]. In addition to its role in mitosis and cytokinesis, this transcription factor regulates genes that control critical aspects of cancer, including differentiation [23], angiogenesis [24] and metastasis [16],[20].

In this study, we show that TAM-resistant (TamR) cells contain higher levels of FOXM1 than do parental cells sensitive to growth inhibition by TAM and that this is correlated with the presence of a larger CSC population. Further, in large cohorts of patient breast tumors that we examined, high *FOXM1* RNA and protein levels were found to correlate with a significantly faster onset of tumor recurrence and reduced overall survival. In cultured cells, FOXM1 promoted breast cancer aggressiveness and therapy resistance which could be reversed by FOXM1 inhibition or knockdown. Our genome-wide analyses using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) revealed that TAM-specific FOXM1 binding sites are associated with genes encoding markers of CSCs and invasiveness and that overexpression of FOXM1 increases the proportion of CSCs and directly regulates the production of factors that promote aggressiveness and therapy resistance in breast cancer.

## Methods

### Cell culture, small interfering RNA, overexpression and ligand treatments

MCF-7 and T47D cells were obtained from the American Type Culture Collection (Manassas, VA, USA) and TamR MCF-7 cells (TamR cells) described previously [25] were cultured in minimal essential medium (MEM; Sigma-Aldrich, St Louis, MO, USA) supplemented with 5% calf serum (HyClone Laboratories, Logan, UT, USA), 100 μg/ml penicillin-streptomycin (Invitrogen, Carlsbad, CA, USA) and 25 μg/ml gentamicin (Invitrogen). Four days before control vehicle or ligand treatment, cells were seeded in phenol red-free MEM containing 5% charcoal-dextran-treated calf serum. Medium was changed on days 2 and 4 of culture before treatment. For three-dimensional cultures, 100 μl of Matrigel was spread in each well of a 12-well plate, and 8,000 cells were seeded and grown for 6 to 10 days. Spheroids were stained with Giemsa-Wright stain for 15 minutes at room temperature and washed twice with 1× phosphate-buffered saline (PBS) for 5 minutes each. Small interfering RNA (siRNA) experiments were carried out by transfecting 50 nM of siCtrl, siFOXM1 or siABCG2 from DharmaFECT reagent (Dharmacon, Lafayette, CO, USA) for 72 hours. Overexpression was performed as previously reported [12].

### ChIP and ChIP-reChIP assays

Cells were treated with 0.1% EtOH (vehicle) or 1 μM 4-hydroxytamoxifen (4-OH-TAM) for 45 minutes after pretreatment for 1 hour with the FOXM1-selective alternate reading frame (ARF) peptide inhibitor or mutant ARF control peptide [26] or with extracellular signal-regulated kinase kinase 1 (MEK1) inhibitor (AZD6244; Sellek Chemical, Houston, TX, USA) or control vehicle. After treatment, chromatin was cross-linked using 1% formaldehyde for 15 minutes at room temperature. Cells were washed with PBS, harvested and sonicated three times for 10 seconds in ChIP lysis buffer. Lysates were centrifuged for 10 minutes at 4°C. For immunoprecipitation of DNA-protein complexes, lysates were incubated overnight with antibodies to FOXM1 (GeneTex, Irvine, CA, USA) or extracellular signal-regulated kinase 2 (ERK2; Santa Cruz Biotechnology, Santa Cruz, CA, USA). Complexes were washed three times with radioimmunoprecipitation assay (RIPA) buffer (three times) and two times with Tris-EDTA (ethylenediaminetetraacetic acid). Following the overnight incubation at 65°C, ChIP DNA was isolated using a QIAGEN PCR purification kit (QIAGEN, Valencia, CA, USA) as per the manufacturer's suggestions. The DNA was used for ChIP-seq analysis and quantitative real-time PCR.

Sequential chromatin immunoprecipitation (ChIP-reChIP) experiments were done following the same ChIP protocol. After the first pull-down, immunoprecipitated material was recovered with 10 mM dithiothreitol in immunoprecipitation buffer at 37°C for 30 minutes, diluted and subjected to a second round of immunoprecipitation. Quantitative RT-PCR (qRT-PCR) was used to calculate recruitment to the regions studied, as described elsewhere [27].

### ChIP-seq and clustering analysis

For characterization of the FOXM1 and ERK2 cistromes from cells treated with 4-OH-TAM, the ChIP DNA was prepared into libraries according to Illumina Solexa ChIP-seq sample-processing methods (San Diego, CA, USA), and single-read sequencing was performed using the Illumina Solexa Genomic Analyzer using methods detailed previously [28]. Sequences generated were mapped uniquely onto the human genome (hg19) by Bowtie2 [29] with the default settings. A model-based analysis of ChIP-Seq algorithm [30] was used to identify enriched peak regions (default settings) with a *P*-value cutoff of 6.0E-7 and false discovery rate of 0.01. ChIP-seq data for FOXM1 and ERK2 binding sites are given as BED files in Additional file 1: Table S1. Cistrome data for ERα in MCF-7 cells treated with Tam are derived from a previous study [31].

The seqMINER density array method with a 300-bp window in both directions was used for the generation of clusters (that is, groups of loci having similar compositional features) [32]. This ChIP-seq data interpretation platform allows the comparison and integration of multiple ChIP-seq data sets and their extraction and visualization of specific patterns as described previously [28]. BED files for each cluster were used for further analysis with Galaxy Cistrome integrative analysis tools (Venn diagram, conservation, Cis-regulatory Element Annotation System (CEAS)) [33].

### Motif and Gene Ontology category analysis

Overrepresented Gene Ontology (GO) biological processes were determined by utilizing the web-based DAVID Bioinformatics Resources database [34],[35], GeneSpring and web-based GREAT (Genomic Regions Enrichment of Annotations Tool) software [36]. Motif enrichment analysis was done using SeqPos [33]. Conservation of the binding sites was determined using web-based CEAS software of the Cistrome/Galaxy platform [37]. Default parameters were used in all software.

### RT-PCR and quantitative PCR

Total RNA was isolated from cells using TRIzol reagent (Invitrogen). RNA samples were reverse-transcribed using SuperScript II reverse transcriptase (Invitrogen), and RT-PCR was carried out on the ABI Prism 7900HT Sequence Detection System using SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) as described previously [38]. Primer sequences for the genes studied were obtained from the Harvard Primer Bank [39]. Sequences are available on their website.

### Microarray gene expression data analysis and statistics

Total RNA was used to generate complementary RNA (cRNA), which was labeled with biotin according to protocols recommended by Affymetrix (Santa Clara, CA, USA). All analyses were done using three or more samples for each treatment. The biotin-labeled cRNA was hybridized to Affymetrix U133 plus 2.0 GeneChips, which contain oligonucleotide probe sets for over 47,000 transcripts. After being washed, the chips were scanned and analyzed using Affymetrix processing software. All microarray gene expression data have been deposited in the Gene Expression Omnibus database [GEO:GSE55204]. CEL files were processed using GeneSpring GX 11.0 software (Agilent Technologies, Santa Clara, CA, USA) to obtain fold changes and *P*-values with the Benjamini and Hochberg multiple-test correction [40] for each gene for TAM treatment relative to the vehicle control in each cell background. We considered genes with fold changes greater than two and *P*-values <0.05 as statistically significant and differentially expressed. For analyses of microarray data sets from TAM- treated breast cancer patients, we used Frasor *et al*. data [GEO:GSE1379] [38] and Buffa *et al*. data [GEO:GSE2221] [41]. Multifactor analysis was computed in WinSTAT statistics add-in for Excel software (R. Fitch software). Differences between two groups were assessed using an unpaired t-test. Data involving more than two groups were assessed by analysis of variance with Dunnett's multiple-comparisons test. Differences were considered significant at *P* < 0.05. Additional statistical analyses done are indicated in the figure legends.

### Western blot analysis

Whole-cell extracts were prepared using 1× RIPA lysis buffer (Upstate/Chemicon, Billerica, MA, USA) supplemented with 1× cOmplete Protease Inhibitor Cocktail mixture (Roche Applied Science, Basel, Switzerland). Proteins were separated on 4% to 20% gradient SDS-PAGE gels and transferred to nitrocellulose membranes. For Western blot analysis, we used antibodies against FOXM1, ERK1 and ERK2 (Santa Cruz Biotechnology), β-actin (Sigma-Aldrich), phosphorylated mitogen-activated protein kinase (pMAPK) (Cell Signaling Technology, Danvers, MA, USA) and CD44 (BD Biosciences, San Jose, CA, USA).

### Cell proliferation assay

A WST-1 assay (Roche Applied Science) was used to quantify cell viability. Absorbance was read at 450 nm on a PerkinElmer Victor X Multilabel Plate Reader (PerkinElmer, Waltham, MA, USA), and all assays were performed in triplicate as described elsewhere [13],[42].

### Fluorescence-activated cell sorting and immunofluorescence

For fluorescence-activated cell sorting (FACS), cells were detached and then stained with antibodies for CD44, CD24, ABCG2 (BD Biosciences and Cell Signaling Technology) at 1:100 dilution in PBS containing 1% fetal calf serum. FACS-sorted cells were collected into cell medium for plating or into RNA*later*™ buffer for RNA extraction. To test for ABCG2+ activity, 1 × 10^6^ cells were incubated with 5 μM Hoechst 33258 dye at 37°C for 90 minutes. All samples were analyzed and sorted using a FACSAria III instrument (BD Biosciences).

### Invasion assay

Breast cancer cells were seeded on precoated filters (8-μm pore size) after membrane rehydration (BD Biosciences). Following incubation for 48 hours at 37°C, cells were fixed in 10% formalin buffer and stained using crystal violet. Noninvasive cells on the surface of the filter were removed using a cotton swab. Invasion was quantified by determining the percentage of cells that had invaded the filter compared to the total number seeded as described previously [13],[42].

### Breast tumor cohort and FOXMimmunohistochemistry and statistical analysis

A tissue microarray (TMA) from the Samsung Medical Center Breast Cancer Biomarker Study was utilized for the analysis of FOXM1 status. Detailed clinical features and molecular subtype classification have been reported elsewhere [43],[44]. Briefly, from among 815 tumors, 501 were assigned as ERα-positive and used for the immunohistochemical detection of FOXM1 expression. TMA sections were incubated for 1 hour at room temperature with mouse anti-human FOXM1 antibody (ab55006; Abcam, Cambridge, MA, USA) diluted 1:400. The detection system EnVision+ for mouse antibody (K4001; Dako, Glostrup, Denmark) was applied according to the manufacturer's instructions. Slides were stained with liquid diaminobenzidine tetrahydrochloride (DAB+), a high-sensitivity substrate chromogen system (K3468; Dako). Counterstaining was performed with Mayer's hematoxylin. FOXM1 expression was scored using a semiquantitative method based on the following four classes: score 0 (no staining or nuclei staining observed in <10% of the tumor cells), score 1+ (faint nuclear staining detectable in >10% of the tumor cells), score 2+ (weak to moderate nuclear staining observed in >10% of the tumor cells) and score 3+ (strong nuclear staining observed in >30% of the tumor cells). Representative photomicrographs of each of the scoring categories are shown in Additional file 2: Figure S4. Patients with tumor scores ranging from 0 to 1 were classified as FOXM1-negative/low expression, and those who had scores of 2+ and 3+ were classified as FOXM1-high expression group. Disease-free survival was defined as the time from the date of diagnosis to the date of documented relapse, including locoregional recurrence and distant metastasis. Survival curves were constructed using the Kaplan-Meier method, and the logrank test was used to compare the mean survival rates across the groups. The logrank test with Bonferroni's correction was used for the subgroup survival analysis.

### Accession numbers and data availability

Gene expression data are available in the GEO database [GEO:GSE55204]. ChIP-Seq data files for FOXM1 and ERK2 binding sites in TAM-treated cells are given as BED files in Additional file 1: Table S1.

## Results

### Estrogen receptor-positive breast tumors with high expression of FOXM1 show early time to recurrence, and tumors positive for both 14-3-3ζ and FOXM1 show earliest time to recurrence

We reported previously that women with breast tumors expressing high levels of the scaffold adaptor protein 14-3-3ζ had a poor prognosis [12],[13]. We also observed by molecular analyses that FOXM1 was regulated by 14-3-3ζ and was downstream of 14-3-3ζ [12]. Because *FOXM1* is a transcription factor that might regulate the expression of genes that engender this less good patient outcome, we first investigated the relationship between *FOXM1* and *14-3-3ζ*. As shown in Figure 1A, we examined the mRNA expression of 27 forkhead transcription factors in 251 primary ERα-positive breast tumors. Notably, we observed that expression of *14-3-3ζ* in these tumors was most highly correlated with expression of *FOXM1* (*r* = 0.59, *P* = 9.03E-13) and next with *FOXK2* expression (*r* = 0.38, *P* = 2.07E-10) (Figure 1A). This good correlation in expression of *FOXM1* and *14-3-3ζ/YWHAZ* can be seen in the gene expression heat map and in the factor analysis plot (Figure 1A). Furthermore, tumors positive for both *14-3-3ζ* and *FOXM1* showed the earliest time to recurrence (*P* = 0.041) (Figure 1B). Of interest, analysis of our microarray gene expression data from a large study with TAM-treated breast cancer patients [38] showed that high *FOXM1* mRNA expression in tumors was associated with a less good patient survival (Figure 1C). Likewise, our immunohistochemistry (IHC) analysis of tumors from a cohort of 501 ERα-positive breast tumors revealed that high expression of FOXM1 protein was associated with a much poorer patient survival (Figure 1D). Kaplan-Meier logrank survival analysis showed that time to recurrence was significantly longer in patients with tumors negative or low for FOXM1 compared to patients with tumors with high FOXM1 protein (IHC score 2 or 3), which represented about 20% of all ER+ tumors (*P* = 0.003) (Figure 1D). FOXM1 multivariate Cox regression analysis also revealed FOXM1 to have a significant *P*-value (*P* = 0.0048, odds ratio = 1.661, 95% confidence interval = 1.177 to 2.343) when FOXM1 was stratified by recurrence-free survival. Thus, high *FOXM1* mRNA or protein confers a worse prognosis in ER+ breast cancers.

**Figure 1:**
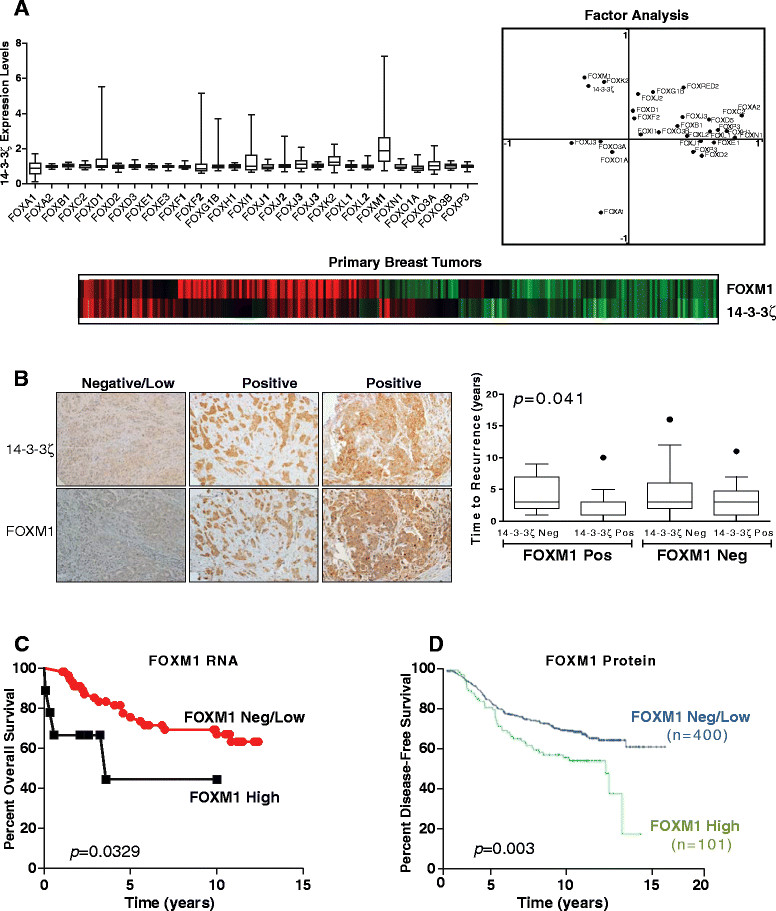
**Clinical data indicating that high expression of FOXM1 in estrogen receptor-positive breast tumors is correlated with high expression of 14-3-3ζ and a poor clinical outcome. (A)** Among the FOX family members, FOXM1 expression level most highly correlated with 14-3-3ζ expression level in primary breast tumors. Microarray gene expression data are derived from our findings in 251 estrogen receptor-positive (ER+) breast tumors [38]. Box plots are shown for 27 FOX family members with error bars spanning minimum to maximum values, and heat maps (below) show strong agreement between expression of FOXM1 and 14-3-3ζ/YWHAZ in breast tumors. Factor analysis (top left) reveals that FOXM1 and 14-3-3ζ are linearly correlated. **(B)** Tumors positive for 14-3-3ζ and FOXM1 by IUC show the earliest time to recurrence. *P* = 0.041 based on two-way analysis of variance with Dunnett's multiple-comparisons test for multigroup comparison. **(C)** Kaplan-Meier stratification of overall survival of tamoxifen-treated patients [38],[41] based on FOXM1 mRNA expression. **(D)** Kaplan-Meier analysis of disease-free survival of ER+ patients according to IHC scores for negative/low FOXM1 expression (blue curve) versus high FOXM1 expression (green curve) (*P* = 0.003) analyzed using the logrank test.

### FOXMis elevated in tamoxifen-resistant breast cancer cells and contributes to the endocrine-resistant phenotype

On the basis of these clinical observations, we examined the levels of FOXM1 in MCF-7 parental and TamR cells and found threefold higher levels of FOXM1 protein in TamR cells (Figure 2A). We also monitored the kinetics of increase of FOXM1 over time of 4-OH-TAM exposure and observed a progressive and large (approximately tenfold) increase in *FOXM1* mRNA over the course of 100 weeks examined (Figure 2B). Moreover, proliferation of control vehicle- or 4-OH-TAM treated cells was reduced by FOXM1 siRNA (Figure 2C), which resulted in almost full loss of FOXM1 protein. The TamR cells were growth-stimulated by 4-OH-TAM (Figure 2C), and this stimulation was eliminated, and cell proliferation decreased, when FOXM1 was knocked down, indicating that FOXM1 plays a role in the resistance to TAM (Figure 2C).

**Figure 2:**
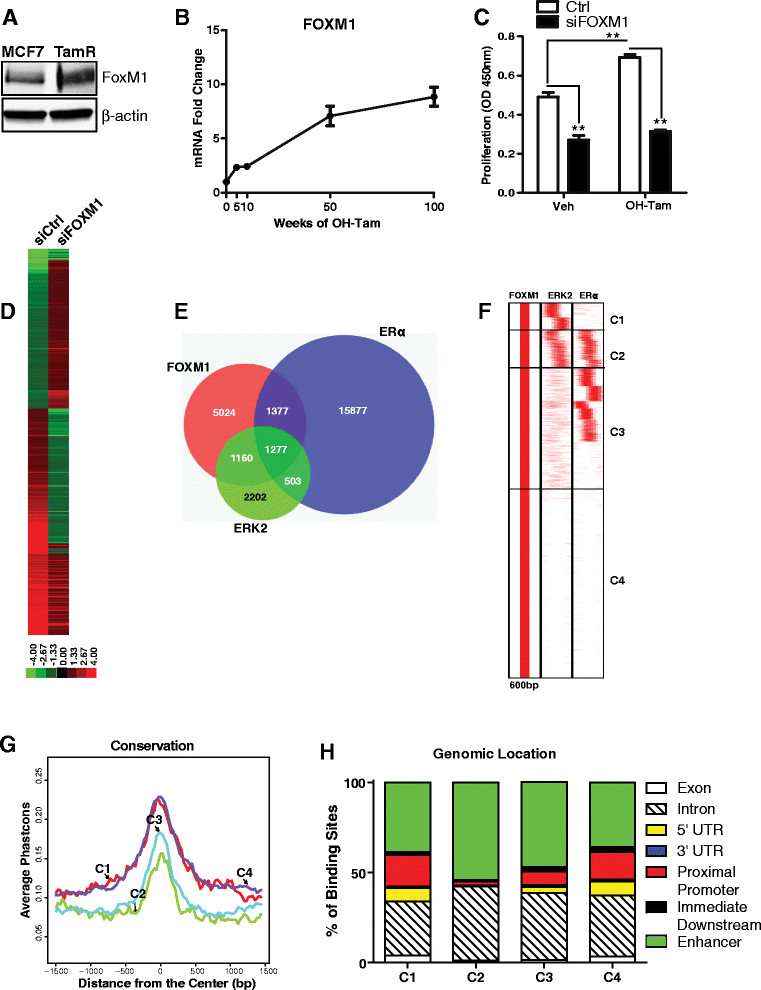
**FOXM1 is elevated by tamoxifen treatment and genome-wide analysis of FOXM1, ERK2 and ERα chromatin binding sites by ChIP-seq after tamoxifen treatment, and gene expression profiling, and clustering analyses. (A)** FOXM1 protein levels in MCF-7 and tamoxifen-resistant (TamR) cells monitored by Western blot analysis. **(B)** mRNA levels of FOXM1 mRNA over time of 1 μM 4-hydroxytamoxifen (OH-TAM) exposure. The fold change in FOXM1 gene expression in the presence of tamoxifen- over vehicle-treated cells was calculated using the comparative threshold cycle method, with the ribosomal protein 36B4 mRNA used as an internal control. **(C)** Proliferation of TamR control cells (Ctrl) and cells with FOXM1 knockdown (siFOXM1). OD, Optical density. Data are mean ± SEM. **P < 0.01. **(D)** Heat map representing the expression levels of OH-Tam-regulated genes in Ctrl and siFOXM1 MCF-7 cells treated with control vehicle or OH-Tam. Heat map shows fold change for gene expression in Tam-treated vs. vehicle-treated cells with or without siFOXM1. **(E)** Venn diagram showing overlap of FOXM1, extracellular signal-regulated kinase 2 (ERK2) and estrogen receptor α (ERα) chromatin binding sites in cells after 45 minutes of OH-Tam treatment and chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) analysis. FOXM1-Tam and ERK2-Tam cistrome data are from this study; the ERα-Tam cistrome data are derived from Hurtado *et al*. [31]. **(F)** Clustering of the binding sites for FOXM1, ERK2 and ERα after cell treatment with Tam using seqMINER software based on co-occupancy of the different factors within a 600-bp window. **(G)** Conservation of clusters C1, C2, C3 and C4 binding sites among vertebrates. **(H)** Genomic location of clusters C1 to C4 binding sites identified by using the web-based CEAS tool. UTR, Untranslated region.

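Gene expression was measured on Affymetrix arrays in MCF-7 cells, an estrogen receptor-positive human breast cancer line, after transfection for 72 hours with a control siRNA (siCtrl) or an siRNA against FOXM1 (siFOXM1). FOXM1 is a forkhead transcription factor that drives genes of DNA replication and mitosis. After transfection the cells received 1 μM 4-OH-TAM, an active metabolite of tamoxifen, or ethanol vehicle at 0.1% for 24 hours, as the sample labels give it. The deposited data hold 2 arrays for each of siCtrl with vehicle, siCtrl with 4-OH-TAM and siFOXM1 with vehicle, and 1 array for siFOXM1 with 4-OH-TAM, 7 arrays in all. The paper's methods give at least 3 samples per treatment and an siRNA dose of 50 nM, and the labels give 20 nM. The probe sets of the table match the annotation of an earlier, smaller array design than the U133 Plus array that the paper names, and of them 19071 name 1 gene, 1043 name several and 2169 name none. The values are the authors' normalized intensities on a linear scale from GeneSpring, and the paper's text does not name the summarization or normalization method. Their lowest value was 4.71 on every array, the array medians ran from 8.96 to 9.22, and 54.8 to 55.3% of the probe sets on an array lay under 16. For the comparisons, 16 was added to each value before the logarithm to base 2, which shrinks fold changes of dim genes, and each of 11963 genes was represented by its brightest probe set. A linear model with 1 mean per group was fitted to all 7 arrays in limma, so the groups shared 1 estimate of the spread, and the lone siFOXM1 array with 4-OH-TAM was assumed to vary like the others. P-values were adjusted by the Benjamini-Hochberg method over the 11963 genes. Gene lists were tested with camera, limma's test of a list as a group, at a preset correlation between genes and with an estimated one. The test with an estimated correlation rests on 3 residual degrees of freedom. It gave no adjusted p below 0.111 for any list in any comparison, so a list that fails it is not shown to be unchanged. Over the brighter genes, the 5981 with above-median mean signal, arrays of the same group correlated at r = 0.990 to 0.992 and arrays of different groups at 0.941 to 0.976. The 3'/5' ratio of ACTB, a sign of RNA integrity, was 2.71 to 3.26 on the 3 siFOXM1 arrays and 1.49 to 2.58 on the 4 siCtrl arrays, while that of GAPDH was 1.40 to 1.79 over all 7 arrays. The difference in the ACTB ratio had p = 0.0857 in a two-sided exact permutation test, where 3 arrays against 4 allow no p below 0.0286. Nothing in the labels or the paper says that replicate arrays came from separate cultures, so the p-values measure only the spread between these arrays.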

To assess how FOXM1 might affect gene regulation by 4-OH-TAM, we performed Affymetrix gene expression microarray analysis on MCF-7 cells treated with 4-OH-TAM with (siFOXM1) and without (siCtrl) knockdown of FOXM1. Using a fold change greater than two and a *P*-value <0.05, we found 546 genes to be differentially expressed (Figure 2D). 

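4-OH-TAM raised a group of estrogen-induced genes in siCtrl cells and in siFOXM1 cells. In siCtrl cells the largest rises were those of RET, a receptor tyrosine kinase (log2 fold change 3.63, standard error 0.11, adjusted p = 0.00764 from limma), TFF1, a secreted trefoil peptide induced by estrogen (log2 fold change 3.48, standard error 0.06, adjusted p = 0.00272 from limma), and RAB31, a small GTPase of membrane traffic (log2 fold change 3.45, adjusted p = 0.0140). The signal of TFF1 was 871 ± 55.4 (SD, n = 2) with vehicle and 9849 ± 79.1 (SD, n = 2) with 4-OH-TAM in siCtrl cells, and 1882 ± 73.6 (SD, n = 2) and 11292 (1 array) in siFOXM1 cells. The largest falls in siCtrl cells were those of ACKR3, a scavenging receptor for the chemokine CXCL12 (log2 fold change -2.63, adjusted p = 0.00272), FBN2, a component of extracellular microfibrils (log2 fold change -2.60, adjusted p = 0.0135), and EFEMP1, a matrix glycoprotein (log2 fold change -2.34, adjusted p = 0.0365). Of 36 measured estrogen-induced genes, listed in advance, 13 rose and none fell in siCtrl cells (23 rose when adjusted over the list alone), and 12 rose and 1 fell in siFOXM1 cells (19 and 2 when adjusted over the list alone). The list as a whole was higher in siCtrl cells (adjusted p = 1.59e-23 from camera, and adjusted p = 0.111 with an estimated correlation) and in siFOXM1 cells (adjusted p = 1.49e-10 from camera, and adjusted p = 0.362 with an estimated correlation). Of 50 genes of mitosis, 50 had positive values with 4-OH-TAM in siCtrl cells, with a median log2 fold change of 0.58, and 49 in siFOXM1 cells, and the list passed as a group at the preset correlation (adjusted p = 1.44e-21 from camera, and adjusted p = 0.235 with an estimated correlation in siCtrl cells, and 6.21e-12 and 0.398 in siFOXM1 cells), with 2 genes called in each. Among them MELK, a mitotic kinase, and CCNA2, cyclin A2, passed the test in siCtrl cells (16 genes when adjusted over the list alone), and NCAPG, a condensin subunit, and CCNA2 in siFOXM1 cells (4 when adjusted over the list alone). Over the brighter genes 18 of 49 genes of mitosis rose in siCtrl cells and 5 in siFOXM1 cells, where CCNA2 then did not pass (adjusted p = 0.0517). Of 46 measured genes of DNA replication, limma called 0 higher in siCtrl cells (24 when adjusted over the list alone, 29 at an unadjusted p under 0.05) and 1, the helicase gene BLM, in siFOXM1 cells (0 when adjusted over the list alone), and over the brighter genes 18 of 44 in siCtrl cells and 3 in siFOXM1 cells. As a group they were higher, with 44 of 46 values above 0 and a median log2 fold change of 0.56 in siCtrl cells (adjusted p = 2.37e-18 from camera, and adjusted p = 0.235 with an estimated correlation) and a median of 0.48 in siFOXM1 cells (adjusted p = 9.56e-09 from camera, and adjusted p = 0.398 with an estimated correlation). The call counts of the 2 backgrounds cannot be set against each other, since siFOXM1 with 4-OH-TAM has 1 array and fewer calls are detectable. The mitosis genes had a median log2 fold change of 0.58 in siFOXM1 cells as well. Their median interaction was -0.0033, with 25 values above 0 and 25 below. For DNA replication the median interaction was -0.11, with 14 above 0 and 32 below. FOXM1 itself read 120.1 ± 2.91 (SD, n = 2) with vehicle and 224 ± 0.0169 (SD, n = 2) with 4-OH-TAM in siCtrl cells, which did not pass the test over all genes (log2 fold change 0.82, standard error 0.10, adjusted p = 0.0726 from limma) and passed over the brighter genes (adjusted p = 0.00904).

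**Figure D1:**
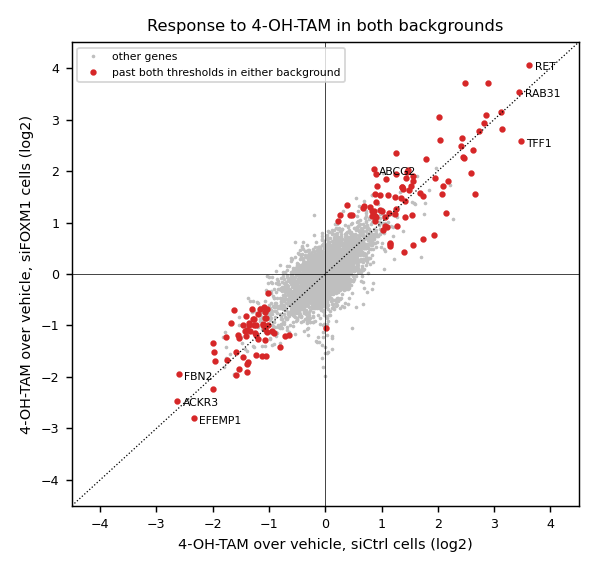
Log2 fold change with 4-OH-TAM over vehicle for 11963 genes, in siCtrl cells on the x axis and in siFOXM1 cells on the y axis. Red points are the 142 genes past both thresholds in either background, and the dotted line marks equal change. All but 1 of them lie in the quadrants of equal sign.

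At a fold change over 2 and an adjusted p under 0.05 from limma, 50 genes rose and 48 fell in siCtrl cells, and 70 rose and 32 fell in siFOXM1 cells. Together these were 142 genes, of which 58 passed in both backgrounds, all in the same direction, 40 in siCtrl cells alone and 44 in siFOXM1 cells alone. Across genes, which are not independent replicates, the responses in siCtrl and siFOXM1 cells correlated at r = 0.753 (rho = 0.461) over all genes and at r = 0.964 over the 98 genes past both thresholds in siCtrl cells, all 98 of which had the same sign in siFOXM1 cells. The difference between the responses, tested as the interaction of knockdown and 4-OH-TAM, passed both thresholds in 1 gene, the efflux transporter gene ABCG2. This count lies within the 0 to 8 genes that limma called past both thresholds between the 2 replicate arrays of a group (235 to 449 of the brighter genes at an unadjusted p under 0.05), where no condition differs. The count of 142 became 257 over the brighter genes, and 70 to 93 when any 1 of the 6 numbered arrays was left out.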

GO analysis of the functional annotations of the differentially regulated genes revealed an enrichment for cell cycle and chemotaxis categories in genes downregulated upon knockdown of FOXM1 in 4-OH-TAM-treated cells vs. control, whereas apoptosis and programmed cell death genes were upregulated and enriched when FOXM1 was decreased by siFOXM1 treatment.

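In 4-OH-TAM, FOXM1 and the cell cycle genes CDKN3 and CCNA2 were lower with siFOXM1 than with siCtrl, and a group of interferon-stimulated genes was higher. In either treatment, a response to the siFOXM1 siRNA itself and one to the loss of FOXM1 cannot be told apart on these arrays. The FOXM1 transcript (chromosome 12) fell from the siCtrl level to 20.0 (1 array) (log2 fold change -2.73, standard error 0.12, adjusted p = 0.00258 from limma). CDKN3, a phosphatase of cyclin-dependent kinases, read 1182 ± 21.9 (SD, n = 2) in siCtrl cells and 515 (1 array) in siFOXM1 cells (log2 fold change -1.17, adjusted p = 0.00376), and CCNA2, cyclin A2, read 364 ± 19.2 (SD, n = 2) and 163 (1 array) (log2 fold change -1.09, adjusted p = 0.0164). IFI6, an interferon-induced mitochondrial protein, read 52.0 ± 11.6 (SD, n = 2) and 10024 (1 array) (log2 fold change 7.22, standard error 0.37, adjusted p = 0.00442 from limma), and ISG15, an interferon-induced ubiquitin-like modifier, 174 ± 18.1 (SD, n = 2) and 10697 (1 array) (log2 fold change 5.82, adjusted p = 0.00210). Of 50 genes of mitosis, 1, CCNA2, fell (1 when adjusted over the list alone) and none rose, and all 50 had a value below 0, with a median log2 fold change of -0.36. KIF20A, a mitotic kinesin, did not pass the test (log2 fold change -0.88). As a group the mitosis genes were lower (adjusted p = 1.24e-10 from camera, and adjusted p = 0.700 with an estimated correlation), as were 46 genes of DNA replication (median -0.29, adjusted p = 2.78e-07 from camera, and adjusted p = 0.700 with an estimated correlation), none of which limma called over all genes or when adjusted over the list alone, with 10 lower at an unadjusted p under 0.05. Of 39 interferon-stimulated genes, 11 rose and none fell (27 rose when adjusted over the list alone, and 20 of 32 over the brighter genes), with a median of 1.92 (adjusted p = 2.61e-23 from camera, and adjusted p = 0.700 with an estimated correlation). Of 47 genes of chemotaxis, 1 rose, the cytokine gene IL16 at a signal of 5.26, near the lowest value of the table (2 rose when adjusted over the list alone). The chemotaxis list as a group was higher (adjusted p = 0.0449 from camera, and adjusted p = 0.700 with an estimated correlation), with a median log2 fold change of 0, and 28 of its members lay under 16 on all arrays. Its largest values were those of the chemokine genes CXCL10 (log2 fold change 2.47) and CXCL12 (1.36), neither of which passed over all genes, while over the brighter genes CXCL10 passed (adjusted p = 0.0256) and CXCL12 did not (0.0606). The group's call ended when array medians were subtracted (adjusted p = 0.0957), with an offset of 64 (adjusted p = 0.0899) and without CXCL10, which is also interferon-stimulated (adjusted p = 0.0867). Of 42 pro-apoptotic genes, limma called 0 over all genes and 0 when adjusted over the list alone, with 5 higher and 3 lower at an unadjusted p under 0.05. Their median was -0.0037 and their mean 0.05 (adjusted p = 0.967 from camera, and adjusted p = 0.978 with an estimated correlation). CASP4, an inflammatory caspase, and TNFSF10, the death ligand TRAIL, had log2 fold changes of 0.86 and 1.64 and did not pass over all genes, while over the brighter genes TNFSF10 was called higher (adjusted p = 0.0466), the only call among the 29 pro-apoptotic genes tested there. On the siCtrl arrays CXCL10 and TNFSF10 lay under 16, so the sizes of their changes depend on the offset. The brighter genes were chosen by their mean over all 7 arrays. CXCL10 and TNFSF10 were thus among them only through the siFOXM1 arrays, as were interferon-stimulated genes such as IFI27 and OAS1. The mitosis, DNA replication and interferon-stimulated groups thus differed together with the ACTB 3'/5' ratio, which was higher on the siFOXM1 arrays, 2.91 on the array with 4-OH-TAM. Between siCtrl arrays of high and low ratio, 14 interferon-stimulated genes differed by medians of only -0.025 with vehicle and -0.094 with 4-OH-TAM.

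**Figure D2:**
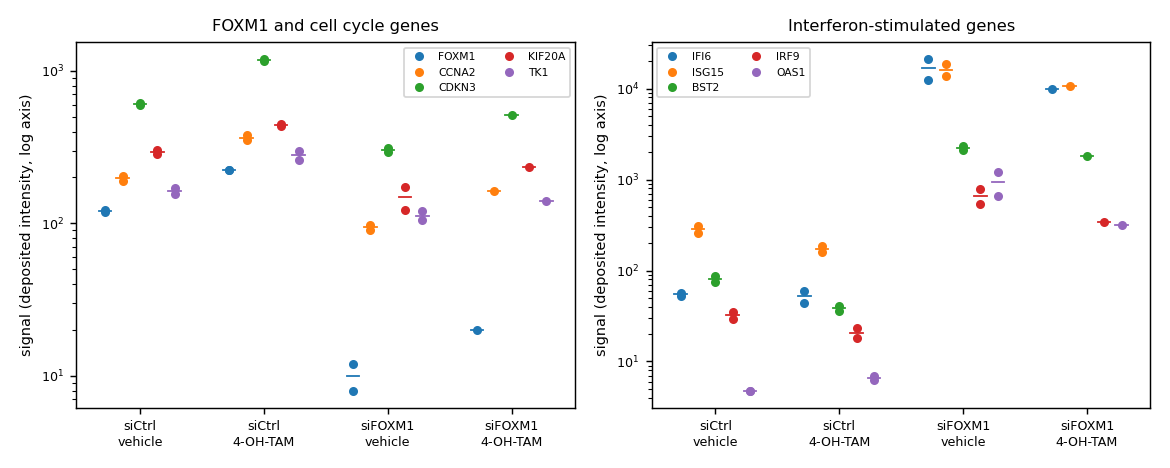
Signal on each array (log axis, deposited intensity) in the 4 groups, for FOXM1 and 4 cell cycle genes (left) and for 5 interferon-stimulated genes (right). Points are arrays, 2 per group and 1 for siFOXM1 with 4-OH-TAM, and bars are group means. IFI6 lies at 60.2 or lower on the siCtrl arrays and at 10024 or higher on the siFOXM1 arrays.

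At a fold change over 2 and an adjusted p under 0.05, 27 genes passed, 19 higher and 8 lower. At the adjusted p alone 347 genes passed, 298 higher and 49 lower, of which 281 lay under 16 on all arrays. Comparing the 2 replicate arrays of a group in the same model, with no condition that differed, called 405 to 689 genes at the adjusted p alone, of which 378 to 640 lay under 16 on all arrays, and 1, 0 and 8 past both thresholds (siCtrl vehicle, siCtrl 4-OH-TAM and siFOXM1 vehicle), beside the 27 here. In the knockdown comparison over the brighter genes 49 passed both thresholds, 36 higher and 13 lower. The comparison rests on 1 siFOXM1 array, and the count of 27 became 12 without either siCtrl vehicle array and 15 without siCtrl 4-OH-TAM replicate 1, and that of 347 became 661 and 759 without siCtrl 4-OH-TAM replicate 1 and 2.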

### Genome-wide analysis of FOXM1 chromatin binding by ChIP-seq, gene regulation by FOXM1 and clustering of binding sites and delineation of gene functional categories

Next, we undertook the genome-wide characterization of FOXM1 binding sites by ChIP-seq analysis to address how TAM treatment affected the recruitment of FOXM1 to specific genomic loci. In our FOXM1 cistrome from MCF-7 cells treated with TAM, we observed that 22% of the FOXM1 binding sites were also shared by ERα binding sites after TAM treatment as reported by Hurtado *et al*. [31] (Figure 2E). Hence, FOXM1 also bound to a significant number of unique sites, suggesting that FOXM1 might uniquely control the transcription of specific sets of genes in a manner independent from ERα or that ERα might operate along with FOXM1 present at different sites via looping together of different chromatin locations.

A prominent feature of acquired TAM resistance is the hyperactivation of MAPK. In light of this and the fact that we have previously shown ERK2 to be recruited to chromatin by ERα after estradiol treatment of breast cancer cells [45], we assessed the recruitment of ERK2 to chromatin after 4-OH-TAM exposure of cells and the extent of overlap of ERK2 binding with FOXM1 and ERα binding (Figure 2E). ERK2 and FOXM1 co-occupied more sites (47% of ERK2 sites) than ERK2 and ERα (35% of ERK2 sites), suggesting that FOXM1 becomes a major transcription factor driving ERK2 to the chromatin in the presence of 4-OH-TAM.

To obtain a better picture of the chromatin binding landscape of these factors, we utilized a clustering approach using seqMINER [32], which compares the presence of multiple factors at a given chromosomal location within a 600-bp window and clusters together those binding sites that share a similar pattern of factor localization. We have previously shown, through this type of cluster analysis, that binding sites can be classified based on a series of factor recruitments, enabling the highlighting of commonalities in regulatory modes for modulated genes in each specific cluster [28].

Similarity in the composition of binding sites for FOXM1, ERK2 and ERα and directionality of gene regulation marked classes of genes that are part of the same functional category, denoted as clusters C1 to C4 (Figure 2F). We further characterized these clusters based on GO enrichment, transcription factor prediction using SeqPos, genomic distribution and binding site conservation among species using CEAS. Cluster 1 (C1) was represented by binding sites occupied by FOXM1 and ERK2 and was enriched in genes involved in stem cell development, cell-cycle G_2_-M-related genes and transforming growth factor β, platelet-derived growth factor and hypoxia-inducible factor 2α (HIF2α) signaling pathways (Table 1). FOXM1 and GATA binding motifs were significantly enriched in this cluster. Further, C1 and C4 had the highest sequence conservation among species (Figure 2G) and had a substantial presence of binding sites at proximal promoter genomic locations (Figure 2H, red), with clusters C2 and C3 showing the greatest proportion of binding sites at enhancer and intronic regions.

**Table 1:** **Enriched Gene Ontology functions, pathways and transcription factor motifs in the seqMINER-identified FOXM1 binding site clusters** ^**a**^

	Enriched GO functions and pathways	Enriched TFs
**Cluster 1**	• Cell-cycle G_2_-M	FOXM1, GATA
	• Stem cell development	
	• Increased adenoma	
	• TGF-β, PDGF and HIF2α signaling pathways	
**Cluster 2**	• Genes regulated by ESR1	ERα, FOXM1, CREB, ATF3
	• Genes upregulated in the luminal B subtype of breast cancer	
**Cluster 3**	Subgroup A	
	• Genes associated with acquired endocrine therapy resistance in breast tumors expressing ESR1	ERα, FOXM1, AP-1
	• Focal adhesion	
	• Neoplasm	
	Subgroup B	FOXM1, ERα, AP-1
	• Cell substrate adherens junction	
	• Cytoskeleton regulation and rearrangement	
	• Neoplasm	
	• Response to hypoxia	
	Subgroup C	FOXM1, GATA, ERα
	• Epithelial cell development	
	• p53 pathway	
	• HIF1α transcription factor network	
**Cluster 4**	• Translation	FOXM1, GATA, Elk, AP-1, JunD
	• Mammary gland hyperplasia	
	• Abnormal apoptosis	
	• Abnormal mitotic index	

^a^AP-1, Activator protein 1; ATF3, Activating transcription factor 3; CREB, cAMP response element-binding-protein; ERα, Estrogen receptor α; GO, Gene Ontology; HIF, Hypoxia-inducible factor; PDGF, Platelet-derived growth factor; TFs, Transcription factors; TGF-β, Transforming growth factor β.

Cluster C2 (Figure 2F) was represented by binding sites containing ERα, FOXM1 and ERK2. Genes harboring these binding sites were classified as ERα-regulated genes that belonged to the luminal B breast cancer subtype (Table 1). These binding sites were mainly localized at enhancers (Figure 2H) and were enriched for ERα, FOXM1, CREB and ATF3 binding motifs. Cluster C3 was also characterized by occupancy by FOXM1 and ERα, but not ERK2, and was associated with genes expressed in endocrine-resistant cells and genes associated with cytoskeletal regulation, focal adhesion, epithelial cell development, the p53 pathway and the HIF1α network (Table 1). C4 binding sites were mainly enriched in genes involved in translation, mammary gland hyperplasia and abnormal apoptosis and mitotic index (Table 1). FOXM1, GATA, Elk, activator protein 1 and JunD motifs were enriched at these sites. In Additional file 2: Figure S1, we also present for comparison the binding site clustering pattern we obtained for ERα in MCF-7 cells after treatment with control vehicle, TAM or estradiol (E2) to explore if FOXM1 and ERα co-occupy chromatin sites in the presence of E2; this divided C3 into three subgroups (Additional file 2: Figure S1). This analysis suggests that FOXM1 might act as a pioneering factor for ERα binding in the presence of TAM and E2. The cluster patterns indicate that FOXM1 has specific (C1 and C4) and common binding sites with ERα (C2 and C3) and highlight the ERα-dependent and -independent roles of FOXM1 in the breast cancer phenotype.

We compared the FOXM1 binding sites from our study done in cells treated with 10^−6^ M 4-OH-TAM with those described in the only other report on FOXM1 binding sites in MCF-7 cells, from Sanders *et al*. [14] (Additional file 2: Figure S2). In that study, these binding sites were examined in fetal bovine serum with no added hormone or hormone antagonist. Of the FOXM1 binding sites we identified in TAM-treated cells, 55% were also found in the Sanders *et al*. study. Many FOXM1 chromatin binding sites differed, however, no doubt reflecting the very different cell treatment conditions.

### Cluster genes can discriminate between patient breast tumors with different clinical outcomes

Genes within 20 kb of binding sites belonging to cluster C1 and whose expression was impacted by FOXM1 knockdown were used to generate a gene predictor that was employed to interrogate two large, independent data sets [38],[41] of ERα-positive breast cancer patients treated with TAM. 

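FOXM1 knockdown in vehicle lowered FOXM1 to 9.92 ± 2.84 (SD, n = 2) (log2 fold change -2.40, standard error 0.10, adjusted p = 0.0265 from limma), near the lowest value, so that the size of the fall depends on the offset, and 11 of the 39 interferon-stimulated genes rose with it (34 when adjusted over the list alone, adjusted p = 1.36e-47 from camera, and adjusted p = 0.320 with an estimated correlation). At a fold change over 2 and an adjusted p under 0.05, 16 genes rose and 2, FOXM1 and FBN2, fell. BST2, a membrane protein that retains virus particles, read 81.2 ± 8.11 (SD, n = 2) in siCtrl cells and 2226 ± 126 (SD, n = 2) in siFOXM1 cells (log2 fold change 4.53, adjusted p = 0.00568). CDKN3 had a lower value in vehicle too (log2 fold change -0.96, adjusted p = 0.0344), as did MEST, an imprinted gene of the hydrolase family (log2 fold change -0.78, adjusted p = 0.0447). Both passed at the adjusted p alone and not a fold change of 2. At the adjusted p alone, limma called 405 to 689 genes between the 2 replicate arrays of a group, and 0 over the brighter genes. Calls of that kind in vehicle carry this limit. Over both treatments together, 41 genes rose and 10 fell past both thresholds. The falls included DKK1, a secreted Wnt antagonist (log2 fold change -1.61, adjusted p = 0.0404), ID1, an inhibitor of basic helix-loop-helix factors (log2 fold change -1.41, adjusted p = 0.0336), and CCNA2 (log2 fold change -1.02, adjusted p = 0.00552). Of 46 genes of DNA replication, TK1, thymidine kinase, and DUT, dUTPase, fell over both treatments (log2 fold changes -0.70 and -0.58; 2 when adjusted over the list alone), and 5 of 44 over the brighter genes. Of 50 genes of mitosis, 1 fell over both treatments (1 when adjusted over the list alone), and 8 of 49 fell when the test was run on the brighter genes. Both lists were lower as groups over both treatments (mitosis, adjusted p = 3.26e-13 from camera, and adjusted p = 0.558 with an estimated correlation, DNA replication, adjusted p = 8.23e-08 from camera, and adjusted p = 0.558 with an estimated correlation). Of the 12 genes that the paper names from cluster C1, a list the study chose and so not independent evidence, 1, ABCG2, rose and none fell over both treatments (1 rose and 2, CHEK1 and NFYB, fell when adjusted over the list alone, adjusted p = 0.809 from camera, and adjusted p = 0.880 with an estimated correlation). The knockdown responses in vehicle and in 4-OH-TAM, which share no array, correlated across genes at r = 0.734 (rho = 0.326), and at 0.592 over the brighter genes without the interferon-stimulated list. At the adjusted p alone 38 genes passed in vehicle and 422 over both treatments, of which 276 lay under 16 on all arrays. The count in vehicle became 140 over the brighter genes, 4 without either siCtrl 4-OH-TAM array, 149 and 338 without siCtrl vehicle replicate 1 and 2, and 362 and 561 without siFOXM1 vehicle replicate 1 and 2, and that over both treatments became 699 to 876 without either siCtrl 4-OH-TAM or either siFOXM1 vehicle array. FOXM1 lost its call in vehicle when only the arrays of that comparison were fitted (adjusted p = 0.215), with a replicate block (0.195), without offset (0.0530) and without siCtrl vehicle replicate 1 or either siCtrl 4-OH-TAM array (0.0538 to 0.214). From the genes near cluster C1 sites whose expression FOXM1 knockdown changed, the paper builds a gene signature, and from the way it separated the patients (Figures 3A and 3B) it proposes that FOXM1 sites and their target genes have a part in tumor progression and tamoxifen resistance.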

Hierarchical clustering was used to stratify patients according to the expression of this C1 gene signature. As shown in Figures 3A and 3B, the C1 signature very effectively stratified the patients based on clinical outcome, indicating that FOXM1 regulatory sites and associated target genes may play a pivotal role in tumor progression and TAM resistance. 

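CHEK1, the checkpoint kinase of the DNA damage response (chromosome 11), read 223 ± 19.2 (SD, n = 2) in siCtrl cells and 98.8 (1 array) in siFOXM1 cells with 4-OH-TAM, and 104 ± 3.04 (SD, n = 2) and 64.8 ± 16.2 (SD, n = 2) with vehicle. Its log2 fold change with FOXM1 knockdown was -1.05 in 4-OH-TAM (adjusted p = 0.171 from limma) and -0.59 in vehicle (adjusted p = 0.409), neither of which passed the test. Over both treatments it was -0.82 (adjusted p = 0.0857), and it passed when only the brighter genes were tested (adjusted p = 0.0211). MYBL2, a transcription factor of the cell cycle (chromosome 20), read 443 ± 9.88 (SD, n = 2) and 347 (1 array) with 4-OH-TAM, a log2 fold change of -0.34 that did not pass (adjusted p = 0.925). HSPB1, a small heat shock protein and chaperone (chromosome 7), had a log2 fold change of -0.63 in 4-OH-TAM (adjusted p = 0.751) and 0.57 in vehicle (adjusted p = 0.692). Its arrays read 3781 ± 1135 (SD, n = 2) in siCtrl cells and 2382 (1 array) in siFOXM1 cells with 4-OH-TAM. Neither difference in HSPB1 passed the test.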

Of interest, this signature included the genes *HSPB1, CHEK1* and *MYBL2/B-MYB*, all of which have functions known to be associated with a poor prognosis [46]-[48].

**Figure 3:**
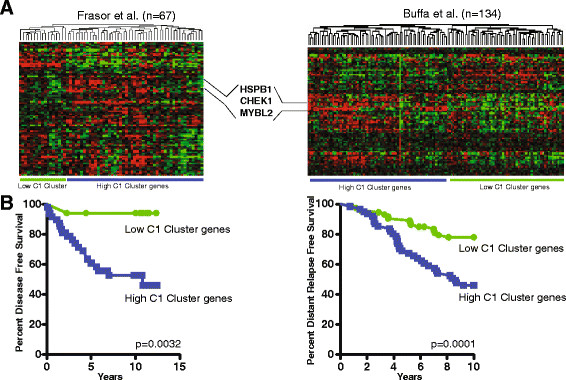
**Expression of FOXM1-regulated genes in cluster C1 stratify breast cancer patients based on outcomes.** **(A)** Heat map of hierarchical clustering of the expression of FOXM1-regulated C1 genes in two independent cohorts of patients treated with tamoxifen. Frasor *et al.*[38], Buffa *et al.*[41]. **(B)** Kaplan-Meier stratification of samples based on expression and hierarchical clustering of C1 genes.

### FOXM1 recruitment to C1 chromatin binding sites and impact of FOXM1 and extracellular signal-regulated kinase 2 inhibition

To investigate the relationship between FOXM1 and ERK2 at sites of cobinding in cluster C1, we examined the recruitment of FOXM1 and ERK2 following the treatment of MCF-7 cells with 4-OH-TAM or vehicle in cells treated or not with a FOXM1-specific inhibitor (p19^ARF^ 26–44 peptide) [49] or with a MEK1 inhibitor (AZD6244). We performed ChIP followed by qPCR for regions where both FOXM1 and ERK2 were identified in four of these genes: *SIRT1, MYBL2, CHEK1* and *ABCG2* (Figure 4A). By Western blot analysis, we show the effect of ERK1 and ERK2 knockdown on the levels of FOXM1 (Figure 4B) and the effect of FOXM1 inhibition by ARF on the levels of pMAPK (Figure 4C). Inhibition of FOXM1 by ARF or inhibition of ERK2 activation by MEK1 using a MEK1 inhibitor significantly decreased the recruitment of FOXM1 after 4-OH-TAM treatment to all four genes tested (Figure 4D). We also performed ChIP for ERK2 target genes before and after ARF treatment, and we observed a significant reduction in the recruitment of ERK2 to target gene loci after FOXM1 inhibitor treatment (Figure 4E). Moreover, the results of ChIP-reChIP experiments (Figure 4F) indicated that FOXM1 and ERK2 co-occupy the investigated genomic loci. We also modulated FOXM1 downward by inhibition (ARF) or by knockdown (siRNA) or upward by overexpression, and then examined effects on the mRNA levels (Figure 4G) of genes harboring these binding sites within a 20-kb window and on FOXM1 protein levels (Figure 4H). We observed that FOXM1 was crucial for the expression of *SIRT1, MYBL2, CHEK1* and *ASCG2* (Figure 4G). In addition, MEK1 inhibitor AZD6244 blocked TAM stimulation of these FOXM1 target genes (Figure 4I). These findings suggest that the binding of both FOXM1 and ERK2 to these chromatin binding sites is required for expression of these genes. Of note, transient knockdown of ERK1 or ERK2 significantly decreased the cellular level of FOXM1 and inhibition of FOXM1 also decreased the level of pMAPK, suggesting that they are part of an interdependent regulatory loop.

**Figure 4:**
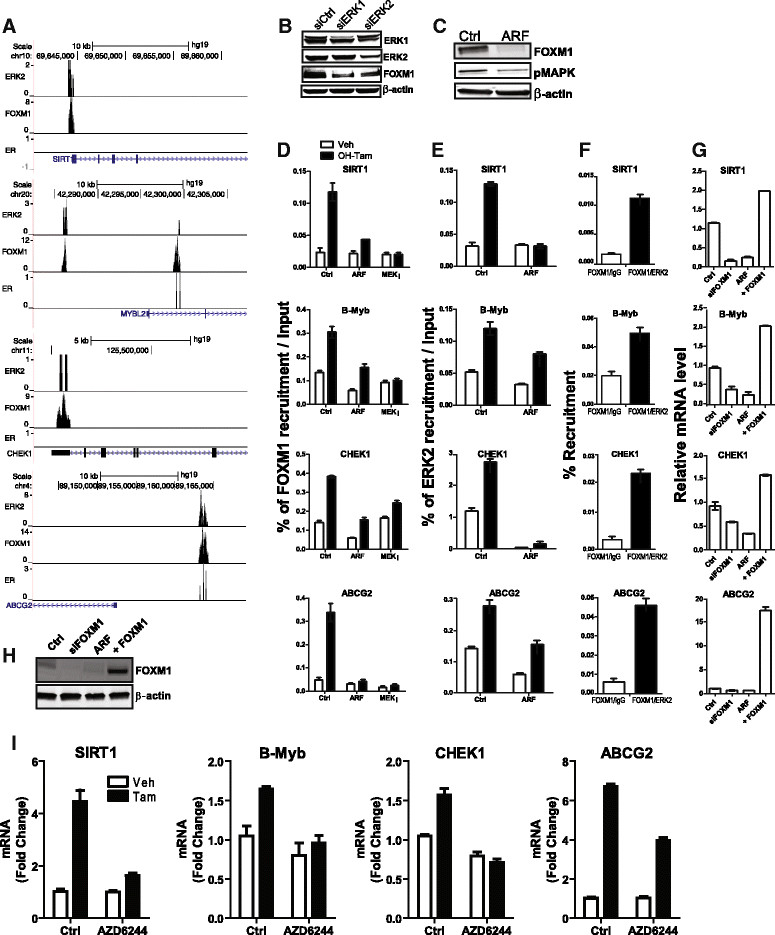
**FOXM1 and ERK2 co-occupy genomic loci of cluster C1 genes, and impact of knockdown of FOXM1, or ERK1, or ERK2, or treatment with FOXM1 inhibitor. (A)** UCSC Browser location of the binding sites we identified for FOXM1, estrogen receptor α and extracellular signal-regulated kinase 2 (ERK2) for four representative genes in the C1 cluster (SIRT1*,* B-Myb*,* CHEK1 and ABCG2). **(B)** Western blot showing ERK1, ERK2 and FOXM1 levels after small interfering RNA (siRNA) knockdown of ERK1 or ERK2. **(C)** Western blot showing FOXM1 and phosphorylated mitogen-activated protein kinase levels after alternate reading frame (ARF) (FOXM1 inhibitor) treatment. **(D)** FOXM1 recruitment to chromatin sites was assessed after ARF or extracellular signal-regulated kinase kinase 1 (MEK1) inhibitor treatment and followed by quantitative RT-PCR (qRT-PCR). **(E)** Chromatin immunoprecipitation (ChIP) for ERK2 was assessed after ARF or control vehicle treatment. **(F)** ChIP-reChIP showing binding site co-occupancy by FOXM1 and ERK2. Immunoprecipitation was done first for FOXM1 and then for ERK2. **(G)** Levels of representative C1 genes in siCtrl- or siFOXM1-treated cells or in cells with ARF treatment or overexpression of FOXM1. **(H)** Western blot showing FOXM1 levels after siRNA or ARF treatment or overexpression. **(I)** MEK1 inhibitor blocks tamoxifen (TAM) stimulation of FOXM1 target genes. Cells were pretreated with 10 μM MEK1 (AZD6244) or vehicle for 45 minutes and then treated with vehicle (0.1% EtOH) or 1 μM TAM in the presence or absence of inhibitor for 4 hours. RNA was isolated and qPCR analysis was done.

### FOXMtranscription program drives expansion of cancer stem-like cells

GO analysis of the C1 cluster revealed enrichment for stem cell-related genes such as *ABCG2* and *SIRT1* and for the nuclear transcription factors *NF-YA* *,* *NF-YB* and *NF-YC*. On the basis of our bioinformatics analyses, we therefore hypothesized that the FOXM1 transcription program might play a role in the expansion of the CSC population and that this phenomenon might promote the acquisition of endocrine resistance. To validate this hypothesis, we first investigated the percentage of CSCs by FACS using CD44 and CD24 markers in MCF-7 parental cells, in siFOXM1 and in FOXM1-overexpressing MCF-7 cells, and in TamR cells. Interestingly, we observed that TamR cells had a fivefold higher percentage of CSCs compared to parental MCF-7 cells (Figure 5A). Furthermore, cells overexpressing FOXM1 had a CSC enrichment of about eightfold compared to parental cells (Figure 5A) and increased levels of *CD44* as shown by a FACS intensity plot (Figure 5B) and by a Western blot (Figure 5C). We also monitored the level of *CD44* mRNA during the development of endocrine resistance and observed that *CD44* mRNA increased with weeks of 4-OH-TAM exposure (Figure 5D). Thus, elevated FOXM1 is associated with increased expression of CSC markers.

**Figure 5:**
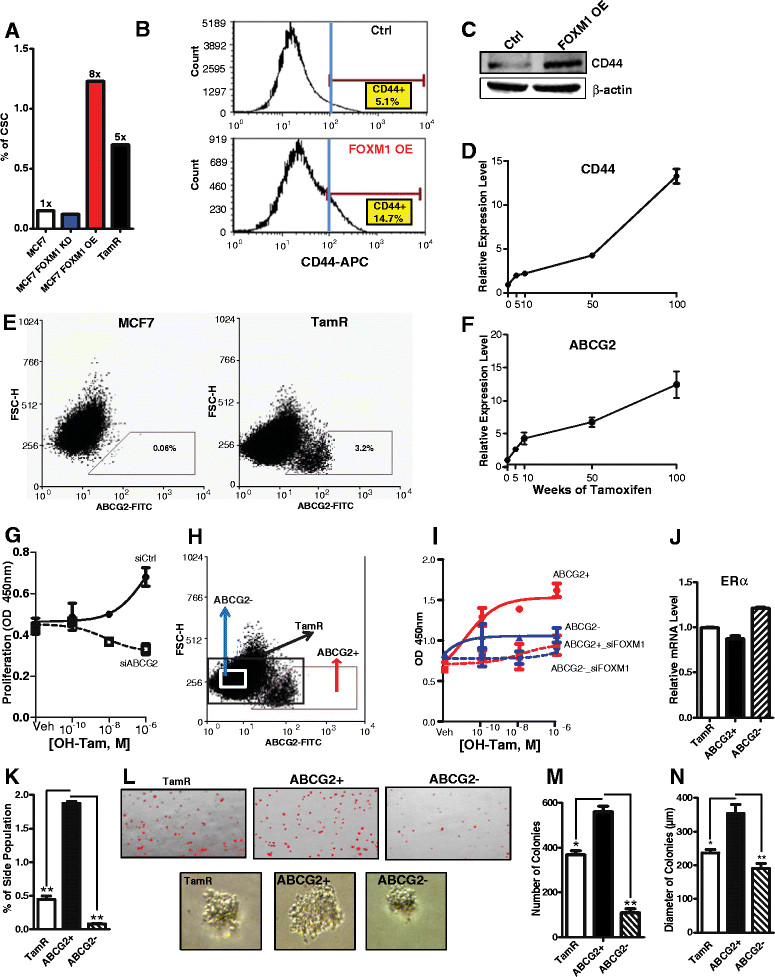
**FOXM1 increases expression of cancer stem cell markers and colony formation and invasiveness. (A)** FOXM1 levels impact the percentage of the CD44^+/CD24−/low^ population in MCF-7 cells. CSC, Cancer stem cell-like cells; KD, Knockdown; OE, Overexpression; TamR, Tamoxifen-resistant cells. **(B)** Increased levels of the marker CD44 by fluorescence-activated cell sorting (FACS) analysis. FACS analyses were done in three separate experiments, and a representative profile from one FACS run is shown. Counts indicate number of events (that is, cells detected). Ctrl, Control. **(C)** Western blot obtained after FOXM1 overexpression. **(D)** Expression of CD44 mRNA during exposure to Tamoxifen and the development of TamR cells. **(E)** FACS profile of MCF-7 and TamR cells with ABCG2-gated population. FSC-H, Forward scatter height. **(F)** ABCG2 expression levels during the time course of development of TamR cells. **(G)** Proliferation and 4-hydroxytamoxifen (OH-Tam) response with and without knockdown of ABCG2 in TamR cells. OD, Optical density. **(H)** Schematic representation of the separation of ABCG2+ and ABCG2- populations in TamR cells. FITC, Fluorescein isothiocyanate. **(I)** ABCG2+ and ABCG2- cell populations from TamR were sorted by FACS and monitored for proliferation in response to several concentrations of OH-Tam with and without FOXM1 knockdown. **(J)** FACS analysis of estrogen receptor α (ERα) levels in ABCG2+ and ABCG2- cell populations in TamR cells. **(K)** Percentage of Hoechst dye excluding side population (SP) cells in the overall TamR cell population or in ABCG2+ and ABCG2- cells after 12 days of culture. **(L)** Image of soft agar assay and three-dimensional Matrigel spheroid formation in TamR, ABCG2+ and ABCG2- cells. **(M)** Number of colonies formed in the soft agar assay and **(N)** Diameter of the colonies from TamR cells or separated ABCG2+ and ABCG2- cells. *P < 0.05; **P < 0.01.

Given recent reports describing ABCG2 as a marker of CSCs [50]-[52], and on the basis of our gene expression data, we compared the levels of ABCG2 in MCF-7 parental and TamR cells after FACS separation and observed a great enrichment (approximately 50-fold) in the ABCG2+ population in the TamR cells (Figure 5E). Moreover, ABCG2 mRNA levels increased progressively over time with TAM exposure, with the level increasing by about fivefold by 10 weeks and by approximately twelvefold by 100 weeks (Figure 5F). Next, to evaluate the functional role of FOXM1 in regulating the expression of ABCG2 and its involvement in TAM resistance, we reduced the level of ABCG2 by siRNA-mediated knockdown in TamR cells to 20% of the initial *ABCG2* mRNA level (Additional file 2: Figure S4) and then tested cell sensitivity to 4-OH-TAM. As shown in Figure 5G, 4-OH-TAM stimulated proliferation of the control TamR cells, whereas cells rendered deficient in ABCG2 became sensitive to growth suppression by 4-OH-TAM (Figure 5G).

Next, by FACS, we separated TamR cells based on the ABCG2 expression marker (Figure 5H) and evaluated cell proliferation in response to 4-OH-TAM in ABCG2+ and ABCG2- cells, with or without FOXM1 knockdown. Interestingly, 4-OH-TAM treatment in the control ABCG2+ cell population elicited growth stimulation, whereas FOXM1 knockdown in ABCG2+ cells prevented this growth-stimulatory effect (Figure 5I). Thus, the ABCG2+ population appears to contribute to the endocrine-resistant phenotype (Figure 5I). Because the ABCG2+ and ABCG2- cell populations express ERα mRNA at levels similar to each other and to those of the overall TamR cell population (Figure 5J), changes in ERα level do not explain their differences in proliferative response to TAM.

To examine the self-renewal properties of these cells, we sorted out ABCG2+ and ABCG2- TamR cells and cultured the different populations for 12 days. Because one of the defining characteristics of CSCs is their ability to transport Hoechst dye, which is attributable to expression of ABCG2, we examined Hoechst staining by FACS analysis. As shown in Figure 5K, ABCG2+ cells had a higher percentage of side population (SP) Hoechst-negative cells compared to the overall population of TamR cells or the ABCG2- cells.

Soft agar and three-dimensional Matrigel spheroid formation assays with the ABCG2+, ABCG2- and total TamR cell populations revealed that ABCG2+ cells not only had a more rapid growth rate compared to either TamR or ABCG2- cells (Figure 5L) but also formed more colonies (Figure 5M) and larger colonies (Figure 5N).

### FOXMoverexpression increases breast cancer cell aggressiveness and the expression of markers of epithelial-to-mesenchymal transition and cytoskeletal rearrangement

We observed a significant increase in the ABCG2+ population after overexpression of FOXM1 in MCF-7 cells for 72 hours, as examined by FACS (Figure 6A). Through evaluation of the functional role of FOXM1 in these cells by knockdown and overexpression, different phenotypes were clearly observed in three-dimensional Matrigel by as soon as 6 days (Figure 6B). No colony formation was seen in the FOXM1-knockdown (siFOXM1) population, whereas MCF-7 parental cells developed dense, round colonies. Cells overexpressing FOXM1 showed a very distinct phenotype characterized by branching chains of cells and cellular protrusions indicative of a migratory phenotype (Figure 6B). We also examined cell invasiveness using Boyden chambers and confirmed that FOXM1 overexpression engendered a more invasive phenotype, whereas invasion was decreased by FOXM1 reduction (Figure 6C).

**Figure 6:**
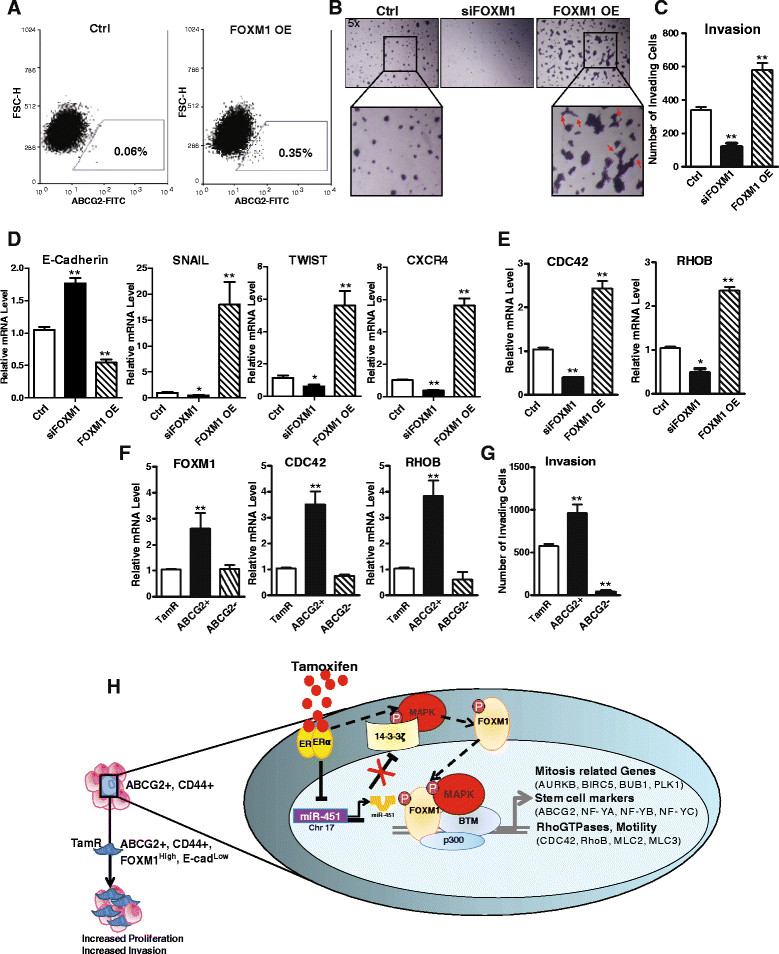
**FOXM1 increases expression of markers of epithelial-to-mesenchymal transition and invasiveness and induces an aggressive phenotype in breast cancer cells. (A)** Fluorescence-activated cell sorting (FACS) evaluation of the expression of ABCG2 in control (Ctrl) MCF-7 and FOXM1-overexpressing (OE) MCF-7 cells. A FACS profile from one of three representative experiments is shown. FITC, Fluorescein isothiocyanate; FSC-H, Forward scatter height. **(B)** Representative images obtained using a conventional inverted microscope show spheroids formed after modulation of the levels of FOXM1. Higher-magnification section (inset) shows details of invadopodia advancing into the matrix. **(C)** Invasion assay in Ctrl, siFOXM1 and FOXM1-OE MCF-7 cells after 48 hours. **(D)** Evaluation by quantitative RT-PCR (qRT-PCR) of the expression profiles of epithelial-to-mesenchymal transition markers and **(E)** Rho-GTPase genes CDC42 and RhoB in Ctrl or siFOXM1- or FOXM1-OE MCF-7 cells. Mean ± SEM. *p < 0.05; **p < 0.01 vs. Ctrl. **(F)** Evaluation by qRT-PCR of the expression profiles of FOXM1*,* CDC42 and RhoB in total TamR or ABCG2+ or ABCG2- cell populations. **(G)** Invasion assay in TamR and in sorted ABCG2+ and ABCG2- cells. Data are mean ± SEM. *P < 0.05; **P < 0.01 vs. total TamR cells. **(H)** Schematic model depicting our findings for the role of FOXM1 in engendering tamoxifen resistance, increased proliferation and invasion and the upregulation of stem cell markers, Rho-GTPases and mitosis-related genes. ER, Estrogen receptor; MAPK, Mitogen-activated protein kinase.

The invasion process is associated with increases in EMT markers and loss of E-cadherin and requires cytoskeletal rearrangement. Hence, it was of interest that altering the level of FOXM1 modulated EMT markers *SNAIL, TWIST, CXCR4* and *E-cadherin* (Figure 6D). Further, our binding site cluster analysis revealed an enrichment of FOXM1 and ERα co-occupancy on genes involved in cytoskeleton regulation and rearrangement. These include *Rho-GTPase, CDC42* and *RhoB*. We observed that the expression of these genes was critically dependent on FOXM1 and was markedly altered by changing the level of FOXM1 (Figure 6E). We made similar observations in another ER+ cell line, T47D—namely, an increase in TAM-regulated growth suppression and a decrease in *ABCG2, CDC42* and *RhoB* gene and protein expression, as well as in pMAPK level, after treatment of the cells with the FOXM1 inhibitor ARF (Additional file 2: Figure S3).

As seen in Figure 6F, when we compared the levels of *FOXM1, CDC42* and *RhoB* in the sorted ABCG2+ and ABCG2- populations and in the total TamR cells, we consistently observed higher expression of *FOXM1* and Rho-GTPase genes in ABCG2+ cells (Figure 6F). Consonant with this, ABCG2+ cells had higher invasion capability compared to ABCG2- cells or the total TamR population (Figure 5G). Hence, the subpopulation of ABCG2+ cells within the overall TamR cell population is responsible for the more invasive phenotype of the TamR cells.

## Discussion

Our findings reveal that TAM resistance is associated with upregulation of FOXM1 and with a FOXM1-dependent gene expression program that enhances cell proliferation and invasiveness and elicits an increase in the proportion of CSCs within the breast cancer cell population. These cells expressed many markers associated with stem cells and with decreased patient survival [26], including CD44+ and CD24-/low markers, and elevated EMT markers and properties. They also showed high expression of ABC transporters that can result in tumor stem-like cells being resistant to conventional therapies due to drug efflux. These observations provide guidance for how one might optimally combine agents targeting specific characteristics of CSCs with conventional treatments that reduce tumor bulk, thereby effecting long-term benefits of ablating not only the overwhelming majority of the differentiated tumor cells but also removal of the more endocrine-resistant CSCs that can result in repopulation of the tumor [53]-[56]. Indeed, inherent drug resistance of CSCs is considered to be a crucial limitation to treatment effectiveness [56].

We found that the CSCs represent only a small proportion of the MCF-7 cell population, but that this fraction is increased fivefold in TamR cells. Our observations uncover a novel role for FOXM1 in inducing expansion of the CSC-like population and in promoting an aggressive and endocrine-resistant phenotype. These effects of FOXM1 likely underlie the strong association we have observed between high tumor FOXM1 and poor clinical outcome for patients with ER+ breast cancers. Our examination of several large data sets cumulatively representing about 1,000 ER+ breast tumors indicates that high FOXM1 expression occurs in about 20% of ER+ breast cancers. Of note, the authors of a recent report showed that FOXM1 and its regulated target genes *AURKA, AURKB* and *BIRC5/survivin* display the greatest prognostic discrimination among a panel of genes analyzed for overall survival of patients with ER+ breast cancer and an intermediate Oncotype DX 21-gene recurrence score. High expression of these genes predicts a poorer outcome and suggests more aggressive selection of adjuvant chemotherapy for these patients [57].

As schematized in the model (Figure 6H), we show that FOXM1 is elevated by TAM in a time-dependent manner and that its expression is associated with markers of TAM resistance. In previous studies, we identified the association between FOXM1 and 14-3-3ζ, a protein also found to be upregulated by TAM and elevated in TAM-resistant tumors [13] via deregulation of miR-451 that targets 14-3-3ζ [42] (Figure 6H). Our data now reveal that FOXM1, a member of the family of forkhead transcription factors, fosters the enrichment of CSCs expressing stem cell markers (for example, ABCG2, NF-YA, NF-YB and NF-YC), mitosis-related genes and genes fostering invasiveness and motility (Rho-GTPases).

By ChIP-Seq and ChIP-reChIP, we show that TAM induced recruitment of FOXM1 to the promoter regions of cell-cycle mitosis-related genes and genes encoding stem cell markers in MCF-7 and TamR cells, supporting our hypothesis that FOXM1 promotes the expansion of a highly proliferative CSC-like progenitor population that is capable of self-renewal and can give rise to differentiated progeny. We also observed FOXM1 upregulation of EMT markers.

We focused much of this study on our novel finding of the regulation by FOXM1 of stem cell–related genes that were found by seqMINER analysis to be enriched in the C1 cluster. Moreover, this cluster was also enriched for targets of miR-34a, recently reported to be important in regulating the expression of self-renewal genes [58]. Interestingly, the FOXM1 C1 cluster binding sites are co-occupied by ERK2, suggesting a sophisticated mechanism by which FOXM1 and MAPK signaling may participate in the development of endocrine resistance. Indeed, resistance to endocrine therapies is known to be associated with enhanced signaling through MAPK [1]-[3],[5],[8],[45]. We show in this study that the inhibition of MAPK activation with MEK1 inhibitor, or alteration of FOXM1 expression by the specific inhibitor ARF, impaired the recruitment of these factors to chromatin, indicating that these two factors control each other's binding to C1 genomic regions and that their copresence is essential for the activation of transcription of C1 genes. Of note, it has been shown that pMAPK induces phosphorylation of FOXM1, enabling its translocation to the nucleus and binding to genomic elements [59].

Further, our study reveals the interdependence of FOXM1 and MAPKs, with FOXM1 regulating the expression of MAPK and FOXM1-knockdown decreasing the level of MAPK. Of interest, the binding sites co-occupied by FOXM1 and MAPK are highly conserved among species, which suggests an evolutionarily conserved function for these genomic locations in different organisms. Moreover, our bioinformatics analysis of cluster C1 FOXM1-regulated genes was predictive of clinical outcome in women with TAM-treated tumors. Among these genes, we found well-described FOXM1 target genes such as *B-Myb, c-Jun* and *c-Fos*, as well as important genes involved in stem cell maintenance. 

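With 4-OH-TAM, MYBL2 had a higher value than with vehicle in siCtrl cells (log2 fold change 1.16, adjusted p = 0.119 from limma) and in siFOXM1 cells (0.94, adjusted p = 0.198), and passed the test over all genes in neither. MYBL2 passed over the brighter genes in siCtrl cells (adjusted p = 0.00904) and not in siFOXM1 cells (0.0596). JUN, a subunit of the AP-1 transcription factor (chromosome 1), read 53.9 ± 9.89 (SD, n = 2) in siCtrl cells and 48.2 (1 array) in siFOXM1 cells with 4-OH-TAM, and 47.0 ± 0.216 (SD, n = 2) and 64.8 ± 5.97 (SD, n = 2) with vehicle. Its log2 fold change with FOXM1 knockdown was -0.11 in 4-OH-TAM (adjusted p = 1) and 0.36 in vehicle (adjusted p = 0.519), and neither passed. FOS, another AP-1 subunit (chromosome 14), lay between 4.87 and 6.39 on all 7 arrays, near the lowest value of the table, so no difference in FOS was detectable.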

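ABCG2, a drug efflux transporter also called breast cancer resistance protein (chromosome 4), rose with 4-OH-TAM. It read 5.76 ± 0.272 (SD, n = 2) with vehicle and 23.6 ± 1.93 (SD, n = 2) with 4-OH-TAM in siCtrl cells (log2 fold change 0.86, standard error 0.04, adjusted p = 0.0140 from limma), and 5.92 ± 0.197 (SD, n = 2) and 73.8 (1 array) in siFOXM1 cells (log2 fold change 2.03, adjusted p = 0.000388). In 4-OH-TAM the siFOXM1 array read higher than both siCtrl arrays (log2 fold change 1.18, adjusted p = 0.00210). In vehicle, where both groups read near the lowest value of the table, the log2 fold change of ABCG2 with knockdown was 0.01 (adjusted p = 1). The response of ABCG2 to 4-OH-TAM was larger after knockdown, by 1.17 on the log2 scale (standard error 0.06, adjusted p = 0.00547 for the interaction), a size that depends on the lowest value and the offset, as do both responses, since the vehicle arrays read 5.57 to 6.06. Replicate arrays of a group, compared with each other, gave up to 8 genes past both thresholds, against this 1 for the interaction. MDR1 (ABCB1), another efflux transporter, stood at the lowest value on all 7 arrays, and ABCG5, a sterol transporter, at 5.15 or less, so no difference was detectable for either. NFYA, NFYB and NFYC, the subunits of the CCAAT-binding factor NF-Y, had log2 fold changes with knockdown of -0.08, -0.25 and -0.68 in 4-OH-TAM and 0.07, -0.65 and -0.50 in vehicle, and none passed the test (adjusted p = 0.196 or more). SIRT1, an NAD-dependent deacetylase, read 12.3 to 19.2 on the 7 arrays, with a log2 fold change of 0.07 in 4-OH-TAM (adjusted p = 1). Of 26 measured stem cell markers, 2, ABCG2 and the connexin gene GJA1, rose with knockdown in 4-OH-TAM and none fell (2 rose when adjusted over the list alone, adjusted p = 0.378 from camera, and adjusted p = 0.700 with an estimated correlation). The GJA1 signal was at most 7.23. The comparison in 4-OH-TAM rests on 1 siFOXM1 array, and ABCG2 was not among the brighter genes.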

Among the genes classified as CSC markers, we found multidrug resistance proteins (*MDR1, ABCG5* and *ABCG2*), the nuclear transcription factor *NF-YA/B/C*[60] and *SIRT1*[61].

We concentrated in particular on studying the role of FOXM1 in regulating the expression of ABCG2 because ABCG2, also known as breast cancer resistance protein, belongs to the ATP-binding cassette family. A defining feature of CSCs is their ability to efflux Hoechst dye, leading to the identification of the SP that is associated with expression of the ABCG2 protein. Its expression has been found in several stem cell tissues, including lung and prostate cancer and glioblastoma [62],[63]. Breast cancer SP cells have a high drug efflux capacity owing to functional expression of ABC transporters such as ABCG2. Although the mechanism by which multidrug resistance genes work in inducing chemotherapy resistance has been described previously, a recent study has implicated multidrug resistance proteins in hormone resistance by showing that ABCG2 can efflux TAM [64]. These reports support what we observed upon knockdown of either FOXM1 or ABCG2. With the reduction in cellular FOXM1 or ABCG2, or by inhibition of FOXM1 using ARF peptide, we were able to restore growth suppression by TAM to TamR cells, indicating that the levels of ABCG2 impact treatment response and that the upregulation of ABCG2 by FOXM1 could provide an explanation for the development of TAM therapy resistance.

In line with previous reports, our data show that our ABCG2+ SP had higher invasiveness potential compared to ABCG2- cells upon examination by three-dimensional Matrigel culture and invasion assays. We further determined that this phenomenon is associated with their elevated expression of *CDC42* and *RhoB* genes, which harbor FOXM1 binding sites co-occupied by ERα.

Of note, we show that overexpression of FOXM1 induced a cell phenotype characterized by branching, extended chains of cells and cellular protrusions distinctive of a migratory phenotype and characterized by increased expression of *CDC42* and *RhoB* and higher invasiveness. The GTP-binding proteins RhoB and CDC42 regulate the organization and turnover of the cytoskeleton and cell-matrix adhesions, which are a crucial feature in the acquisition of an invasive phenotype and the development of metastasis [65],[66]. Further, in line with what has been previously reported, our data confirm the binding of FOXM1 to matrix metalloproteinases and VEGF [14] as well as the regulation of EMT markers, thereby associating FOXM1 at yet another level to the metastatic process [20].

## Conclusions

Collectively, our findings define FOXM1 as a master regulator of Rho-GTPase and stem cell marker expression and imply that reducing FOXM1 expression might be effective in blocking tumor progression in several critical ways: by decreasing the expression of mitosis-related genes, by reducing invasion potential and by diminishing the proportion of CSCs, thereby enhancing sensitivity to cancer therapeutic agents. Indeed, the authors of several recent reports have shown FOXM1 to be associated with resistance to chemotherapeutic agents [67] and resistance to radiation treatment [68].

Moreover, our functional work clearly shows that rendering the FOXM1 pathway inactive by RNAi knockdown or by use of the p19^ARF^ 26-44 peptide [49], a selective FOXM1 peptide inhibitor called ARF, was highly effective in restoring endocrine sensitivity and suppressing breast cancer aggressiveness. This ARF inhibitor has already been shown to be effective in suppressing the development of hepatocellular carcinoma in a preclinical model [69]. Taken together, our findings have clinical implications for breast cancer and potentially many other cancers where FOXM1/pMAPK signaling pathways are active, and make a case for the use of FOXM1 inhibitors in combination with current therapies, including protein kinase inhibitors, to improve effectiveness and long-term patient response to treatments.

## Additional files

## Electronic supplementary material

Additional file 1: BED file detailing the FOXM1 and ERK2 binding regions.

Additional file 2: Supplementary figures and figure legends.

Below are the links to the authors’ original submitted files for images.

Authors’ original file for figure 1

Authors’ original file for figure 2

Authors’ original file for figure 3

Authors’ original file for figure 4

Authors’ original file for figure 5

Authors’ original file for figure 6

## Abbreviations

EMT: Epithelial-to-mesenchymal transition
ERK2: Extracellular signal-regulated kinase 2
ERα: Estrogen receptor α
PBS: Phosphate-buffered saline
siRNA: Small interfering RNA
TMA: Tissue microarray

How the deposited data were processed for this re-analysis (not part of the article)

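Gene expression was measured in MCF-7 cells on 7 Affymetrix arrays, 2 for siCtrl with vehicle, 2 for siCtrl with 4-OH-TAM, 2 for siFOXM1 with vehicle and 1 for siFOXM1 with 4-OH-TAM. The deposited table holds the authors' normalized intensities, 1 value per probe set and array on a linear scale, which the authors obtained from the array scans in GeneSpring. The background correction, the summarization of probes and the normalization are not named in the paper's text. All arrays shared the same lowest value and had nearly equal quantiles, so the values had been normalized between arrays before they were deposited. The raw scans were not used here.

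Probe sets were named through the array annotation, and 19059 of the 19071 that name 1 gene were matched to a current symbol through their Entrez identifiers. The 1043 that name several genes and the 2169 that name none were left out. Of the 11963 genes, 4310 had several probe sets and were represented by the one of highest mean signal, with cross-hybridizing ones used only where no other named the gene. An offset of 16 was added before the logarithm to base 2, and no filter on dim genes was applied, and 5434 genes lay under 16 on all arrays.

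Comparisons were made in limma 3.58.1 under R 4.3.3, with 1 mean per group over all 7 arrays, an intensity trend in the prior variance and 3 residual degrees of freedom (prior degrees of freedom 0.747). The comparisons were the FOXM1 knockdown in 4-OH-TAM, in vehicle and over both treatments, 4-OH-TAM in siCtrl and in siFOXM1 cells, and the interaction of knockdown and 4-OH-TAM. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg), and the paper's thresholds were taken as a fold change over 2 together with that adjusted p. The 20 gene lists (mitosis, DNA replication, chemotaxis, pro-apoptotic, anti-apoptotic, p53 targets, estrogen-induced, EMT and invasion, epithelial junction, Rho GTPase, stem cell markers, the C1 genes the paper names, interferon-stimulated, integrated stress response, cholesterol synthesis, hypoxia, ERK feedback and immediate early, reference genes, fibroblast markers and leukocyte markers), the comparisons, the tests and the alternatives listed with them were chosen before the data were examined. The lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and their p-values were adjusted over the 20 lists of a comparison. No gene ontology database was used here.

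The genes named are those the paper names (30 of 31 measured), the 10 largest rises and the 10 largest falls among called genes whose arrays did not overlap, and up to 4 members of each list with the smallest p.

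With 7 arrays the number of arrays limits the precision. On simulated data, the fit was tested with brighter genes changed by a known amount, and not with changed dim genes. For the knockdown in 4-OH-TAM it recovered 27% of genes changed by 1 on the log2 scale and 57% of genes changed by 2, with 31 false calls of which 0 passed a fold change of 2, and over the brighter genes 60% and 92% with 7 false calls, of which 2 passed a fold change of 2. Comparing the 2 replicate arrays of a group in the same model, added after the results were seen, called 1, 0 and 8 genes past a fold change of 2 (siCtrl vehicle, siCtrl 4-OH-TAM and siFOXM1 vehicle). Camera called a simulated list of 30 genes shifted by -0.5 on the log2 scale, and called 7 of 100 random lists at an unadjusted threshold of 0.05. In all these simulations the noise was drawn independently for each gene, so they do not cover lists of correlated genes. At the adjusted p alone, the real replicate arrays of a group gave far more calls against each other than the simulated false calls, as stated with the knockdown results.

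The alternatives were quantile normalization, subtraction of array medians, the brighter genes alone (5981 with above-median mean signal), a floor on dim values, other variance models, only the arrays compared, the mean of all probe sets, a replicate block, leaving out each array, the test of the methods, unadjusted p, probe sets in place of genes, other sets of comparisons, the fold change alone and an estimated correlation in the list tests. Offsets of 0 and 64, and their combinations with other settings, were added after the data were seen. The correlations of the responses in settings other than the main one were added then too. Other samples of the paper, such as the ChIP-seq, qPCR, tumor and patient data, were not analysed here. Figures were drawn in matplotlib 3.10.9 under Python 3.11.15.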

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

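All tests of explanations in this part were chosen after the results were seen, those on leukocyte RNA, 3' bias and dim genes after a first run with another criterion, gene set or measure, while the test of the interaction was planned and the expectation for the present test of dim genes was written before its own outcome was seen.

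Over both treatments, 23 of 39 interferon-stimulated genes, which the paper does not discuss, were higher in siFOXM1 cells than in siCtrl cells (34 when adjusted over the list alone), and IFI6 was higher by 7.53 on the log2 scale (standard error 0.24, adjusted p = 0.00112 from limma, higher on 3 of 3 siFOXM1 arrays than on all 4 siCtrl arrays). RNA from leukocytes is argued against, since the median log2 fold change of 13 leukocyte markers was 0 and all 13 lay under 16 on every siFOXM1 array, where IFI6 read 10024 or more, against 60.2 or less on the siCtrl arrays. That criterion replaced a first one under which no marker was to be called higher, which 1 marker, TYROBP, failed at a log2 fold change of 0.0040 (adjusted p = 0.0372). The 3' bias of the siFOXM1 arrays is argued against as well, since the 14 interferon-stimulated genes above 16 on all siCtrl arrays differed by medians of -0.025 and -0.094 between siCtrl arrays of high and low ACTB ratio, against a median of 2.84 with knockdown, and a first run over all 39 genes, most of them not above 16 on all siCtrl arrays, had a median of 0. The siCtrl cells also received an siRNA, so transfection of an siRNA as such was shared by all groups. A response to the siFOXM1 siRNA itself and one to the loss of FOXM1 cannot be told apart. The reason is that 0 of the 3 siFOXM1 arrays kept FOXM1 in the siCtrl range and that the labels name no second siRNA against FOXM1.

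Between treatments, the response to knockdown differed in 263 genes by the test of the interaction, 231 higher and 32 lower, of which 245 lay under 16 on all arrays. Over the brighter genes limma called 0 for the interaction, with 334 at an unadjusted p under 0.05. The calls of the knockdown in 4-OH-TAM were of the same kind, 281 of 347 lying under 16 on all arrays. Comparing the 2 replicate arrays of a group in the same model, where no condition differs and 2 residual degrees of freedom remain, called 378 such dim genes in siCtrl vehicle, 638 in siCtrl 4-OH-TAM and 640 in siFOXM1 vehicle, a median of 638, and 0 of the brighter genes by limma in each (235 to 449 at an unadjusted p under 0.05). Values at the lowest level of the table with almost no spread are therefore a candidate explanation of the dim calls, although called and other dim genes stood at the lowest value on both siCtrl 4-OH-TAM arrays about equally often (43.4 and 45.7%), the lower residual SD of the called ones (a median of 1.79e-05 against 0.00315) follows from calling genes by their spread, and whether any dim call reflects a change in the cells stays open.

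For the genes called over both treatments, the 7 arrays were split in other ways into 3 and 4 in a fit with treatment as a term, which could be made for 34 of 35 splits. With all genes, the real split called 58 and 5 of 34 splits called as many, the highest other 436, so chance is not excluded for that count. The 4 other splits compare 3 vehicle arrays with the remaining vehicle array and called 138 to 436 genes, and 0 over the brighter genes. Over the brighter genes, a count added after that on all genes, the real split called 304 and the highest other 0. Thus 1 of 34 splits reached it, the smallest share the design allows. Every other split puts siFOXM1 and siCtrl arrays together on a side, so an effect of knockdown adds to its spread and lowers its count. For that reason, and because both counts were tried, the comparison of splits cannot exclude chance.

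ABCG2 passed the test of the interaction (1.17 on the log2 scale, adjusted p = 0.00547), which rests on 1 siFOXM1 array with 4-OH-TAM. The 4 vehicle arrays read 5.57 to 6.06 for ABCG2, near the lowest value of the table, so the size of 1.17 depends on that value and on the offset of 16, and 1 gene past both thresholds lies within the 0 to 8 called by limma between replicate arrays of a group (235 to 449 of the brighter genes at an unadjusted p under 0.05). As groups, the estrogen-induced, interferon-stimulated and ERK lists passed the test of the interaction at the preset correlation and not with an estimated one. Their responses to knockdown were lower in 4-OH-TAM than in vehicle, which does not mean that the genes themselves read lower in 4-OH-TAM. For estrogen-induced genes the adjusted p was 0.00288 (0.906 with an estimated correlation, median -0.17, 26 of 36 genes below 0). For interferon-stimulated genes it was 3.96e-07 (0.955 with an estimated correlation, median -0.79, 35 of 39 genes below 0). For ERK feedback and immediate early genes it was 0.00187 (0.490 with an estimated correlation, median -0.046, 23 of 28 genes below 0).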

How the results depend on the processing

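The settings on the offset, the runs of the lists over the brighter genes and the chemotaxis list without its shared member were chosen after the data were seen. So were the correlations of the responses in every setting but the main one, and part of the runs of FOXM1 with only the arrays compared or a replicate block. The others were planned. The counts are those of knockdown in 4-OH-TAM (347), in vehicle (38) and over both treatments (422), of 4-OH-TAM in siCtrl (170) and siFOXM1 cells (514), of the interaction (263), and, at the paper's thresholds, of 4-OH-TAM in either background (142) and of knockdown in 4-OH-TAM (27). Over all settings 84 counts stayed within 1.5 times these values and 82 did not, and 147 list results kept their direction and their side of the threshold, 19 lost the call, 2 gained it and 4 reversed. The 84 include the counts with a floor, which raised 0 values, so these equal the main counts by construction. In the settings where FOXM1 was followed it stayed lower with knockdown, and it lost its call in vehicle alone. It was not followed in the test of the methods, where with adjustment it had no call in 4-OH-TAM either. Where no construction is named, the cause was not tested.

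Subtracting array medians gave 166 genes for knockdown in 4-OH-TAM, 214 over both treatments and 74 for the interaction, took the chemotaxis list in 4-OH-TAM to an adjusted p of 0.0957, and reversed the uncalled anti-apoptotic list (0.815 with knockdown, 0.915 with 4-OH-TAM) and chemotaxis list (0.915 with 4-OH-TAM). At the lowest value of the table it reversed ABCB1 and SNAI1 (-0.0076 in 4-OH-TAM) and ABCB1 and ABCG5 (-0.0018 in vehicle), and quantile normalization reversed SNAI1 (-0.00073), all from 0. Over the brighter genes, where fewer genes are tested and dim ones are gone, the counts were 55, 140, 242, 540 and 304, 0 for the interaction by limma with 334 at an unadjusted p under 0.05, and 257 and 49 at the paper's thresholds. Without the variance trend they were 23 in vehicle, 266 over both treatments, 160 for the interaction and 91 in either background. With only the arrays compared, a fit on fewer arrays, they were 4 in vehicle, 1 for 4-OH-TAM in siCtrl cells, 15 in either background and 13 for knockdown in 4-OH-TAM, and FOXM1 in vehicle kept -2.40 at an adjusted p of 0.215. The mean of all probe sets moved the correlation of the knockdown responses to 0.766. A replicate block over the numbered arrays, which has fewer arrays and degrees of freedom, gave 1 gene in vehicle, 11 for 4-OH-TAM in siCtrl cells and FOXM1 at -2.40 (adjusted p = 0.195), while the random block gave 346, 438, 503, 267, 143 and 27 for the other counts, with a consensus correlation of 0.0822. The test of the methods, per gene with Benjamini-Hochberg adjustment, gave 0 for knockdown in 4-OH-TAM, 2 in vehicle, 0 for 4-OH-TAM in siCtrl and 0 in siFOXM1 cells, and 0 and 0 at the paper's thresholds, and without adjustment 541, 784, 998, 214 and 41, and it gave no value for 2576 to 3555 genes without spread. At an unadjusted p under 0.05 limma gave 1293, 1205, 1788, 1517, 1687 and 936, and 298 and 82 with a fold change over 2. Counting genes past the thresholds in any of the 4 comparisons gave 166, and the fold change alone 307 and 85.

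Without offset, FOXM1 in vehicle was -3.63 (adjusted p = 0.0530), the correlations of the 4-OH-TAM and knockdown responses were 0.716 and 0.695, and the uncalled pro-apoptotic list reversed (0.956), and 505 (fold change alone), 453 (unadjusted p), 621 (probe sets, unadjusted p) and 712 (probe sets, fold change alone) passed in either background. An offset of 64 gave 24 in vehicle, 88 in either background, 13 for knockdown in 4-OH-TAM and a chemotaxis p of 0.0899. At the offset of 16, the chemotaxis list without the member it shares with the interferon-stimulated list had an adjusted p of 0.0867. With an estimated correlation the mitosis, DNA replication, chemotaxis and interferon-stimulated lists had an adjusted p of 0.700 for knockdown in 4-OH-TAM, and the estrogen-induced list 0.111 for 4-OH-TAM in siCtrl cells. The floor at the 20th percentile raised 0 values, since more than that share sat at the lowest value, so it tests nothing.

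Leaving out 1 array gave 299 to 759 genes for knockdown in 4-OH-TAM, 4 to 561 in vehicle, 401 to 876 over both treatments, 2 to 531 for 4-OH-TAM in siCtrl cells, 399 to 886 in siFOXM1 cells and 362 to 717 for the interaction, and 70 to 93 and 12 to 40 at the paper's thresholds. FOXM1 in vehicle ranged over -2.51 to -2.28, the correlation of the 4-OH-TAM responses over 0.685 to 0.756 and that of the knockdown responses over 0.666 to 0.730. The lowest counts came without a siCtrl 4-OH-TAM array (4 in vehicle) or a siFOXM1 vehicle array (2 for 4-OH-TAM in siCtrl cells), and the highest without siFOXM1 vehicle replicate 2 (561, 876, 886 and 717) or siCtrl 4-OH-TAM replicate 2 (759 and 531). With 54.8 to 55.3% of probe sets under 16 on an array, the signal over background limits what can be said of dim genes.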

Differences from the paper's values

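The settings without offset, an offset of 64, the chemotaxis list without CXCL10 and the lists over the brighter genes were chosen after the values were seen. The other settings below were planned. The paper reports 546 differentially expressed genes at a fold change over 2 and p under 0.05 (the paper's value), which its methods and Figure 2D tie to 4-OH-TAM against vehicle in each cell background without stating how the backgrounds were combined, and the same thresholds with an adjusted p gave 142 genes for 4-OH-TAM in siCtrl or siFOXM1 cells. Among the alternatives set before the data were examined, none came within 1.5 times of the paper's value: 136 with quantile normalization, 187 with array medians subtracted, 257 over the brighter genes, 142 with a floor, 91 without the variance trend, 98 with a robust variance model, 15 with only the arrays compared, 117 with the mean of probe sets, 143 with a replicate block, 70 to 93 with 1 array left out, 0 with the test of the methods and 214 without its adjustment (limma gave 298 at an unadjusted p), 148 as probe sets, 166 over any of the 4 comparisons and 307 with the fold change alone. The floor raised 0 values, so its count repeats the main one. Chosen after the values were seen, settings without offset gave 453 (unadjusted p), 505 (fold change alone), 621 (probe sets, unadjusted p) and 712 (probe sets, fold change alone), which lie within 1.5 times of the paper's value, while no offset alone gave 165 and an offset of 64 gave 88. The paper's list of genes was not available here, so how many of its genes these settings drop is not known.

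The paper states that genes lowered by FOXM1 knockdown in 4-OH-TAM belong to chemotaxis among other groups. Here, of 47 chemotaxis genes 22 had values above 0, 10 below 0 and 15 at 0, 1 was called higher and 0 lower by limma (0 lower at an unadjusted p under 0.05), and the list had a median of 0. As a group it was higher at the preset correlation (adjusted p = 0.0449), a call lost with an estimated correlation (0.700), with array medians subtracted (0.0957), with an offset of 64 (0.0899) and without CXCL10 (0.0867), and over the brighter genes 1 of 12, CXCL10, was called higher and 0 lower. For the cell cycle genes that the paper places in the same group, all 50 mitosis genes had values below 0. The paper places apoptosis genes among those raised by the knockdown, and here 17 of 42 pro-apoptotic genes had values above 0 and 23 below 0, with 0 called by limma (5 higher and 3 lower at an unadjusted p under 0.05), while over the brighter genes 1 of 29, TNFSF10, was called higher and 0 lower. The paper's statements on these groups rest on gene ontology categories among its differentially expressed genes. The lists here are fixed ones taken whole, so the measures differ. Of 21 anti-apoptotic genes, 7 had values above 0 and 12 below 0 with knockdown in 4-OH-TAM (median -0.0065). CXCL10 and TNFSF10 counted as brighter only through their signal on the siFOXM1 arrays. Figure 2D draws most genes with opposite colors in siCtrl and siFOXM1 cells. Here 141 of the 142 genes had the same sign in both, with r = 0.951 across them. These genes were selected by the size of their change and are not the paper's genes, whose list was not available. The sign was the same in 60.2% of all genes and in 68.9% of the brighter genes.

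The paper states that FOXM1 is needed for the expression of ABCG2, CHEK1, MYBL2 and SIRT1 (Figure 4G, qPCR of other samples). Beside the siRNA it used the ARF inhibitor, FOXM1 overexpression and ChIP at these genes, and no treatment is named for Figure 4G. On these arrays the log2 fold change of ABCG2 with knockdown in 4-OH-TAM, with 1 siFOXM1 array, was 1.18, that of SIRT1 was 0.07, and CHEK1 (-1.05) and MYBL2 (-0.34) had lower values without passing the test. In vehicle the log2 fold changes were 0.01 for ABCG2, near the lowest value of the table, -0.09 for SIRT1, -0.59 for CHEK1 and -0.12 for MYBL2. None of these passed. Over both treatments the log2 fold change of CHEK1 was -0.82 (adjusted p = 0.0857), and it passed over the brighter genes (adjusted p = 0.0211) and when adjusted over the C1 list alone.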

Other observations

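In this part only the counts of lists over the brighter genes were chosen after the results were seen, and the genes follow the rule in the processing summary. 4-OH-TAM lowered CD24, a surface marker whose low level the paper uses to mark stem-like cells, from 1043 ± 7.65 to 596 ± 45.5 (SD, n = 2) in siCtrl cells (log2 fold change -0.79, adjusted p = 0.0399 from limma, lower on 2 of 2 arrays) and in siFOXM1 cells (-0.98, adjusted p = 0.0181). CD44, a hyaluronan receptor and the other marker of that pair, had a log2 fold change of 1.21 in siCtrl cells and did not pass over all genes (adjusted p = 0.0545), and passed over the brighter genes (adjusted p = 0.00154) as it did in siFOXM1 cells (0.91, adjusted p = 0.0173). IER3, an early response gene that protects from apoptosis, rose with 4-OH-TAM in siCtrl cells (2.59, adjusted p = 0.00501), as did SEMA3C, a secreted semaphorin (1.96, adjusted p = 0.0263), and PGR, the progesterone receptor (1.45, adjusted p = 0.0140), and IER3, SEMA3C and PGR rose in siFOXM1 cells too (1.97, 1.86 and 1.98). On the vehicle arrays PGR lay at 6.10 to 8.16 and CD44 at 9.32 to 15.0, not far above the lowest value of the table, so the sizes of their rises depend on the offset of 16. FOXM1 knockdown raised AKR1C2, an aldo-keto reductase of steroid metabolism, over both treatments (3.61, adjusted p = 0.0162, higher on 3 of 3 siFOXM1 arrays, a size that depends on the offset with siCtrl arrays at 11.9 to 18.7), and B2M, the light chain of class I antigens and a common reference gene (1.95, adjusted p = 0.0296). TFPI2, a protease inhibitor, rose with 4-OH-TAM in siFOXM1 cells (3.72, adjusted p = 0.00489) and in siCtrl cells (2.49, adjusted p = 0.0278).

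Among the genes that the paper links to migration and invasion, RHOB, a Rho GTPase, fell with 4-OH-TAM in siFOXM1 cells (-1.28, adjusted p = 0.0421) and had a log2 fold change of -1.07 in siCtrl cells, which did not pass over all genes (adjusted p = 0.0723) and passed over the brighter genes (0.00391), with no difference between the responses called (interaction -0.21, adjusted p = 0.972). With knockdown in 4-OH-TAM the log2 fold changes were 0.10 for CDC42, a GTPase of the cytoskeleton, -0.20 for RHOB, 0.34 for CDH1, the epithelial cadherin, -0.05 for TWIST1, a transcription factor of mesenchymal change, and 0.05 for CXCR4, the receptor of CXCL12, and none of them passed the test (adjusted p = 0.567 or more). SNAI1 lay near the lowest value on every array.

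With knockdown in vehicle, estrogen-induced genes as a group were higher (median 0.14, adjusted p = 1.44e-06 from camera, and adjusted p = 0.320 with an estimated correlation), and 1 of 36 was called, TFF1 at 1.10 (8 when adjusted over the list alone, 6 of 31 over the brighter genes). ERK feedback and immediate early genes and chemotaxis genes were also higher as groups (adjusted p = 0.00566 and 0.000639 from camera, and 0.320 for both with an estimated correlation), with 0 and 0 genes called by limma at the adjusted p, 4 and 12 higher and 1 and 1 lower at an unadjusted p under 0.05, 3 and 1 higher when adjusted over the list alone, and 2 of 11 and 5 of 12 called higher over the brighter genes. Interferon-stimulated genes in siFOXM1 cells were lower with 4-OH-TAM (median -0.90, adjusted p = 3.14e-10 from camera, and adjusted p = 0.578 with an estimated correlation), with 1 of 39 called lower, 0 when adjusted over the list alone, 13 at an unadjusted p under 0.05 and 5 of 32 over the brighter genes. That fall of the interferon-stimulated genes rests on 1 siFOXM1 array with 4-OH-TAM, and the 2 siFOXM1 vehicle arrays differed from each other as well. IFI6, for example, read 12602 and 21230 with vehicle and 10024 with 4-OH-TAM. In siCtrl cells with 4-OH-TAM, p53 targets (adjusted p = 0.0413 from camera, and adjusted p = 0.301 with an estimated correlation) and epithelial junction genes (adjusted p = 0.0197 from camera, and adjusted p = 0.235 with an estimated correlation) were lower as groups, and hypoxia genes (adjusted p = 0.00832 from camera, and adjusted p = 0.454 with an estimated correlation) and the C1 genes the paper names (adjusted p = 0.00868 from camera, and adjusted p = 0.235 with an estimated correlation) were higher. In siFOXM1 cells with 4-OH-TAM the p53 targets were lower too (median -0.12, 18 of 24 below 0, adjusted p = 0.0127 from camera, and adjusted p = 0.398 with an estimated correlation), and the epithelial junction, hypoxia and C1 lists did not pass (adjusted p = 0.116, 0.0926 and 0.405).

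In the knockdown in 4-OH-TAM, which rests on 1 siFOXM1 array, the other lists did not pass the test as groups, which does not show that they were unchanged. The adjusted p from camera was 0.758 for anti-apoptotic genes, 0.866 for p53 targets, 0.758 for estrogen-induced genes, 0.884 for EMT and invasion, 0.624 for epithelial junctions, 0.758 for Rho GTPases, 0.758 for the integrated stress response, 0.378 for cholesterol synthesis, 0.758 for hypoxia, 0.581 for ERK feedback, 0.758 for reference genes, 0.884 for fibroblast markers and 0.866 for leukocyte markers. Genes on these lists that passed over all genes included MYB, a transcription factor induced by estrogen, and ASNS, asparagine synthetase, which were lower (-0.82, adjusted p = 0.0125, and -0.39, adjusted p = 0.0278) and did not pass over the brighter genes (adjusted p = 0.0541 and 0.314). The others that passed were not among the brighter genes, namely ALDOC (20.1 in siFOXM1 cells with 4-OH-TAM) and RND1 (7.72), DCN and POSTN of the fibroblast list and TYROBP of the leukocyte list, which were higher, and SPRY2 of the ERK list and TAGLN of the fibroblast list, which were lower. Among the brighter genes, B2M of the reference list was called higher (1.82, adjusted p = 0.0256) and ACTA2, smooth muscle actin, of the fibroblast list lower (-1.11, adjusted p = 0.0466).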
